# Decoding YAP dependent transcription in the liver

**DOI:** 10.1093/nar/gkac624

**Published:** 2022-07-25

**Authors:** Francesca Biagioni, Ottavio Croci, Silvia Sberna, Elisa Donato, Arianna Sabò, Andrea Bisso, Laura Curti, Arianna Chiesa, Stefano Campaner

## Abstract

The transcriptional coactivator YAP is emerging as a master regulator of cell growth. In the liver, YAP activity is linked to hepatomegaly, regeneration, dedifferentiation, and aggressive tumor growth. Here we present genomic studies to address how YAP may elicit such profound biological changes in murine models. YAP bound the genome in a TEAD-dependent manner, either at loci constitutively occupied by TEAD or by pioneering enhancers, which comprised a fraction of HNF4a/FOXA-bound embryonic enhancers active during embryonic development but silent in the adult. YAP triggered transcription on promoters by recruiting BRD4, enhancing H3K122 acetylation, and promoting RNApol2 loading and pause-release. YAP also repressed HNF4a target genes by binding to their promoters and enhancers, thus preventing RNApol2 pause-release. YAP activation led to the induction of hepatocyte proliferation, accompanied by tissue remodeling, characterized by polarized macrophages, exhausted T-lymphocytes and dedifferentiation of endothelial cells into proliferative progenitors. Overall, these analyses suggest that YAP is a master regulator of liver function that reshapes the enhancer landscape to control transcription of genes involved in metabolism, proliferation, and inflammation, subverts lineage specification programs by antagonizing HNF4a and modulating the immune infiltrate and the vascular architecture of the liver.

## INTRODUCTION

The Yes-associated protein (YAP) is a transcriptional coactivator which, along with its paralogue TAZ (WWTR1), is the vertebrate effector of the Hippo pathway (1–3). In addition, YAP and TAZ can be regulated by WNT-signalling and cytoskeletal tension (4,5). Activation of YAP/TAZ, either by Hippo or other pathways, has been linked to the regulation of organ size, cell growth and differentiation during development, tissue regeneration, and cancer (6,7). In the liver, ectopic expression of YAP leads to hepatomegaly, associated with widespread hepatocytes dedifferentiation and cellular proliferation (8–10). Similarly, loss of function mutations of upstream inhibitors like MSTs and NF2 promote post-natal liver growth and tumorigenesis (11–15). Lineage tracing experiments indicated that YAP could reprogram adult hepatocytes to a bifunctional progenitor-like state, supporting differentiation along the hepatocyte or the cholangiocyte fate (10). The ability to reprogram somatic cells to a less differentiated multipotent state has also been confirmed in other tissues and appears to be one of the hallmark activities of YAP (16). Prolonged expression or activation of YAP in the liver promotes the emergence of tumoral lesions with features of either hepatocellular carcinoma or cholangiocarcinomas, thus demonstrating the oncogenic potential of YAP (8,9,11–15). In line with this, YAP can be found overexpressed and activated in liver tumors of human origin (11,14,17–19) and, more in general, in several solid tumors of different tissues (20,21). In particular, in aggressive and poorly differentiated tumor sub-types, besides controlling proliferation and promoting cell survival, YAP activity has been linked to EMT (22,23), acquisition of stem cell properties (20), cell migration (24), and chemoresistance (25,26).

Loss of YAP expression has mild effects on hepatocytes during homeostasis (12,27,28), yet YAP or YAP/TAZ null livers are severely impaired in regeneration following cholestatic injury (29,30). While these reports suggest a cell-autonomous role of YAP/TAZ in the regeneration of hepatocytes, recent data indicates that the major role for YAP/TAZ during liver regeneration is to preserve biliary epithelial cells and prevent anti-regenerative cholestasis (31). Despite the growing relevance of YAP in physiology and pathology and the considerable efforts made to elucidate the molecular details of its regulation, how YAP-dependent transcription supports cell growth and cell identity programs in the liver is still poorly understood. Here we report our effort to describe, at the genome-wide level, how YAP reshapes the transcriptional and epigenetic landscape in hepatocytes, thus controlling their proliferation and differentiation.

## MATERIALS AND METHODS

### Mice strains

For liver-specific transgene expression, Tet-YAP mice (Col1A1-YAP^S127A^ transgenic mice) (32) were crossed with LAP-tTA mice expressing the tTA tetracycline transactivator under the control of the LAP promoter (B6.Cg-Tg(tTALap)5Bjd/J; stock #003563, Jackson Laboratories). To suppress transgene expression, LAP-tTA transgenic mice were kept under continuous administration of food supplemented with doxycycline (625 mg/kg). For activation, four weeks old mice were subjected to a regular diet.

For short-term activation studies, tet-YAP mice were crossed with Alb-CRE mice (B6.Cg-Tg(Alb-cre)21Mgn/J, stock #003574, Jackson Laboratories) and ROSA26-rtTA-IRES-EGFP, rtTAflox mice (B6.Cg-Gt(ROSA)26Sortm1(rtTA,EGFP)Nagy/J; stock #005670 Jackson Laboratories). Mice were fed with doxycycline-supplemented food for up to 7 days. Animal experiments were performed following the Italian law (D.L.vo 116/92 and following additions) as approved by OPBA and authorized by the Ministry of Health.

### Antibodies

ChIP: anti-H3K27ac (Abcam, ab4729), anti-H3K4me3 (Active Motif, #39159), anti-H3K4me1 (Abcam, ab8895), anti-H3K122Ac (Abcam ab33309), anti-MycN262 (Santa Cruz, sc-764), anti-RNAPol2 N20-X (Santa Cruz, sc-899), anti-YAP1 63.7 (Santa Cruz, sc-101199), anti-TEAD4 (Aviva Systems Biology, ARP38276), anti-BRD4 (Bethyl, A301-985A100), anti-HNF4a (Abcam, ab41898). Normal rabbit/mouse IgG (Santa Cruz, sc-2027) was used as background control. Please note that the anti-TEAD4 (Aviva Systems Biology, ARP38276) was reported to recognize also TEAD1 and TEAD3 (33). Western-Blot: anti-YAP1 63.7 (Santa Cruz, sc 101199) and anti-TEAD4 (Santa Cruz, sc-101184); anti-HNF4a (Abcam, ab199431), anti-total H3 (Abcam, ab1791); anti-vinculin clone H (SigmaAldrich, V9131); anti-TEAD1 (Cell Signalling, #8526). Goat anti-rabbit HRP (Biorad, #1706515) and Goat anti-mouse HRP (Biorad, #1706516) were used as secondary antibodies. Immunohistochemistry: anti-YAP1 (Cell Signalling, #4911), anti-Ki67 (Thermo Scientific, #9106), anti-Sox9 (Millipore, #5535), anti-HNF4a (Santa Cruz, sc-8987 and Abcam, ab41898).

### Chromatin immunoprecipitation

For TEAD4, Histone Marks (H3K27Ac, H3K4me3, H3K4me1, H3K122Ac), HNF4a, BRD4, and RNAPol2 ChIP, dissected livers were fixed with 1% formaldehyde in PBS and quenched with 0.125 M of Glycine. For YAP ChIP, cells were fixed with 0.5 M DSG (di-(*N*-succinimidyl)-glutarate) for 45 min and then 1% formaldehyde (FA) in PBS 12 min. Fixed tissues were further processed as previously described (32). For sequencing purposes, 2–5 ng of ChIPed DNA was prepared for HiSeq2000/Novaseq 6000 sequencing with TruSeq ChIP sample preparation kit (Illumina) following the manufacturer's instruction.

### Assay for transposase accessible chromatin (ATAC-seq)

ATAC-seq was performed on 100 000 cells obtained from liver perfused mice (34). For library preparation, primers are listed in Supplementary Table S1. Quality control of the libraries was performed with Agilent 2100 Bioanalyzer (Agilent High Sensitivity DNA chip, #5067-4626). Library concentration was assessed by Qubit. Obtained ATAC-seq libraries were sequenced on the Illumina NovaSeq 6000 with 50bp paired-end. Cloning and qPCR primers are listed in Supplementary Tables S2 and S3.

## RESULTS

### Identification of YAP target sites in the adult liver

To address how YAP controls transcription in adult hepatocytes, we analyzed the liver of LaptTA/tet-YAP^S127A^ transgenic mice. YAP^S127A^ is a constitutively active protein, point-mutated in one of the inhibitory phosphorylation sites. As reported (8,9), its expression led to proliferation and dedifferentiation of hepatocytes, hepatomegaly, and liver tumors (32). We conducted ChIP-seq analyses at 4 weeks of YAP^S127A^ induction, when hepatomegaly, cell dedifferentiation, and proliferation are fully established (32). YAP^S127A^ showed broad genome-wide binding, with ∼30 000 peaks, prevalently at distal regions (Figure 1A). Few YAP peaks were detected in wild-type livers, while TEAD, the main partner of YAP, showed widespread genome binding already in wild-type conditions, with ∼30 000 peaks detected, mainly at distal regions (Figure 1B). Analysis of chromatin modifications suggested that most of the distal TEAD bound loci were enhancers (Supplementary Figure S1A, B). Induction of YAP^S127A^ increased TEAD binding, resulting in 80 000 peaks detected (Figure 1B). This increase was partly due to YAP-dependent positive feedback leading to the upregulation of TEAD levels (see below, Figure 6 and related text). Comparative analysis revealed strong co-occurrence of YAP and TEAD on two classes of TEAD bound sites (Supplementary Figure S1B–D). The first class comprised sites constitutively bound by TEAD: of these, half were bound by YAP with high affinity (Supplementary Figure S1B, C). YAP binding to these constitutive sites increased TEAD enrichment, which was stronger than that observed at sites bound only by TEAD (Supplementary Figure S1E). This suggests that the YAP/TEAD heterodimer displays an increased affinity for its genomic targets than TEAD-only complexes. The second class of TEAD-bound loci, more prevalent at distal sites, included loci bound by YAP/TEAD only upon YAP induction (i.e. novel YAP/TEAD sites, Figure 1C, D). On these YAP/TEAD sites, YAP binding was associated with increased chromatin accessibility (Figure 1E), higher deposition of enhancer-associated activatory chromatin marks (i.e. H3K4me1, H3K27ac), and stronger RNApol2 recruitment (Figure 1F). Overall, this suggested a pioneer activity of YAP/TEAD dimers, which promotes activation of enhancers, possibly by recruiting chromatin-remodeling and histone-modifying complexes.

**Figure 1.**
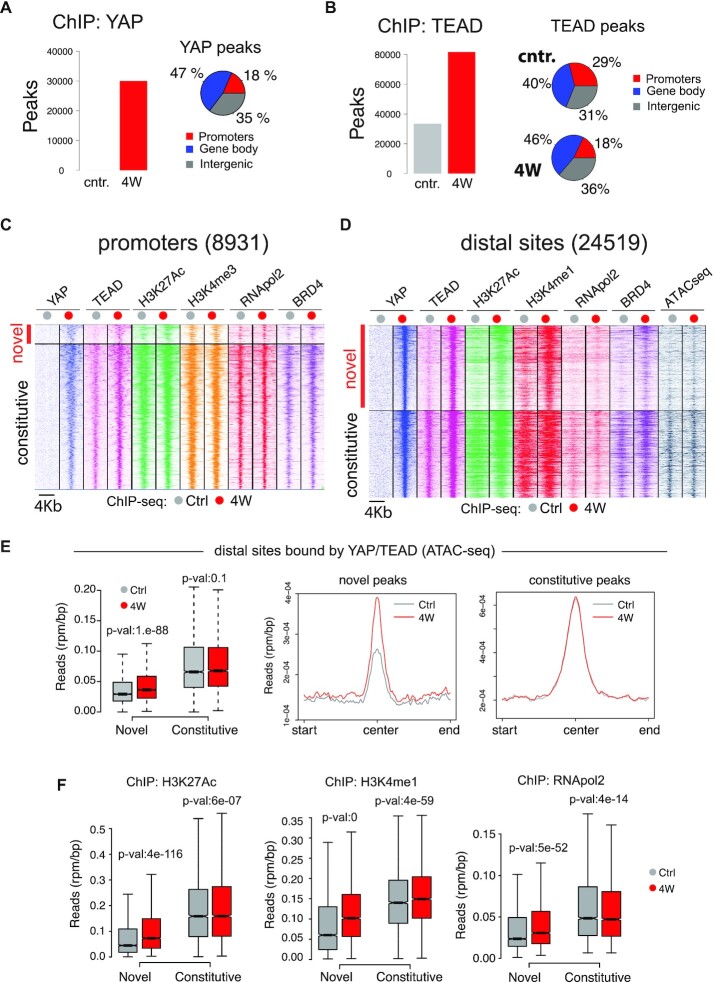
Chromatin association studies in LaptTA/tet-YAP^S127A^ livers upon YAP expression for four weeks (4W). Not induced littermates were used as controls (cntr.). (**A, B**) Peaks identified by ChIP-seq (bar-plot, left) and their distribution relative to coding genes (pie chart, right). (**C, D**) Heatmaps of ChIP-seq signals at the YAP/TEAD bound regions. (**E**) Analysis of nucleosome free-regions by ATAC-seq at novel and constitutive YAP/TEAD bound sites. Left: box-plot of nucleosome-free signals. Right: nucleosome-free signals. (**F**) ChIP-seq signals at distal sites bound by YAP/TEAD.

### Genome-wide expression analysis following YAP^S127A^ induction in the liver

RNA-seq analysis identified ≈4500 genes significantly deregulated by YAP^S127A^: 2538 genes were upregulated, while 1851 were downregulated (Figure 2A). These genes were also deregulated in liver tumors, which developed upon prolonged induction of YAP^S127A^ (Figure 2A and Supplementary Table S4). A large fraction of regulated genes were bound by YAP or proximal to a YAP-bound enhancer (Figure 2B, C, and Supplementary Figure S3). GSEA analysis indicated that the upregulated genes were enriched in pathways related to cell cycle progression, cellular proliferation, and mitogenic signaling (Figure 2C; Supplementary Figures S2 and S3; Supplementary Table S5). Upregulated genes were also enriched in inflammatory genes, particularly immunomodulatory cytokines and chemokines (Figure 2C and Supplementary Figures S2 and S3); and scRNA-seq profiling confirmed that the above-identified immunological signatures were enriched in hepatocytes (Figure 2E, Supplementary Table S6). Hepatocytes from YAP-activated mice exhibited strong positive enrichment for IFNλ signaling and TNFa signaling via NF-kB (Supplementary Figure S4), with almost 30% of all genes analyzed that were NF-κB targets (35) (Supplementary Table S7). Several immunomodulatory cytokines and chemokines, along with some receptors, were induced upon YAP overexpression (36) (Supplementary Table S8). Among them, we confirmed the upregulation of Ccl2 and Csf1, which were previously shown to be required for the recruitment of tissue infiltrating macrophages during YAP-induced liver carcinogenesis (36).

**Figure 2.**
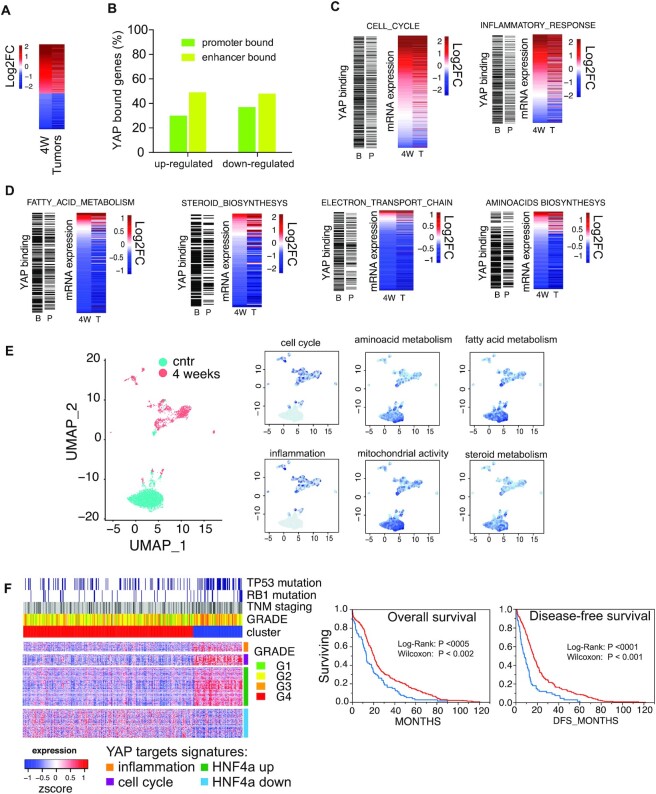
Expression analysis of LaptTA/tet-YAP^S127A^ livers upon YAP induction for four weeks (4W). (**A**) Heatmap of the log_2_ fold change of the differentially expressed genes identified upon four weeks of YAP induction or in YAP-induced tumors by RNA-seq. (**B**) Fraction of the up- or down-regulated genes bound by YAP either at their promoter or enhancer. (**C, D**) Summary of GSEA analysis of the pathways and processes (i.e. gene signatures) regulated by YAP. For each group of signatures, the expression changes (log_2_FC) and YAP binding at either promoters (P) or promoters and proximal enhancers (B = both) are reported. (**E**) scRNA-seq analysis of hepatocytes. Left: UMAP of hepatocytes. Right: UMAPs color-coded for the intensity of the enrichment of selected transcriptional signatures. (**F**) Left: clustered Heatmap of HCCs from TCGA, right: Kaplan–Meier plot of the overall and the disease-free survival data for the two clusters (blue: high YAP signature, red: low YAP signature).

Downregulated genes were enriched for metabolic signatures related to amino acid, steroid, fatty acid biosynthesis, and mitochondrial energy production, as well as RNA metabolism (Figure 2D and Supplementary Figures S2 and S3). scRNA-seq analysis confirmed that these pathways were deregulated in hepatocytes (Figure 2E). Closer inspection of the genes involved in cholesterol metabolism revealed that while there was a general downregulation of biosynthetic genes, there was also upregulation of genes involved in the uptake and its metabolic conversion, thus suggesting that YAP may lead to the repression of *de novo* cholesterol synthesis and a compensatory activation of cholesterol uptake and its use as a metabolic intermediate available for hormones and bile acid synthesis (Supplementary Figure S5). A large fraction of down-regulated genes were targets of HNF4a (Figure 4A), a transcription factor that orchestrates differentiation of the hepatic lineage (37). To evaluate whether the identified YAP-dependent transcriptional programs were altered in human HCCs, we derived a signature of YAP targets genes (i.e. bound and regulated, Supplementary Table S9), which was used to cluster tumors from the TCGA human liver cancer dataset. *K*-means clustering highlighted a subset of high-grade liver tumors enriched for TP53 and RB1 mutations (Figure 2F). Liver cancer patients stratified by this signature showed a worse prognosis, both in overall and in disease-free survival (Figure 2F). This confirmed that YAP-regulated genes are associated with aggressive tumor growth and suggested a crucial role for YAP in controlling and determining their transformed state.

### Transcriptional activation at YAP target genes

To gain insight into the mechanism of gene activation, we analyzed the promoters of genes bound and upregulated by YAP. These genes were lowly expressed in wild-type livers (Supplementary Figure S6), were pre-marked by activatory chromatin marks such as H3K27Ac and H3K4me3, and displayed a low level of promoter-bound RNApol2 (Figure 3A and Supplementary Figure S7). YAP binding was associated with the recruitment of BRD4 and a sharp increase in H3K122Ac, which in turn favored both the recruitment of RNApol2 and its release from promoters (Figure 3B and C). This is in agreement with previous data showing that YAP regulates RNApol2 pausing (38) and that in cancer cells, YAP-dependent transcription relies on BRD4 activity (39). Similar changes, albeit with lower intensities, were also noticeable on the promoters of genes bound but not upregulated by YAP. Here, YAP binding was associated with a further increase in BRD4 and concomitant elevation of H3K122Ac; yet these events did not associate with an increase in RNAPol2 recruitment and activity, conceivably because these genes were already transcribed at high levels (Supplementary Figures S6 and S7) (39). Interestingly, there was a progressive increase in gene activation when comparing promoter bound genes to those associated with constitutive enhancers or novel enhancers bound by YAP, underscoring how the engagement of distal elements by YAP led to robust transcriptional activation (Supplementary Figure S7B).

**Figure 3.**
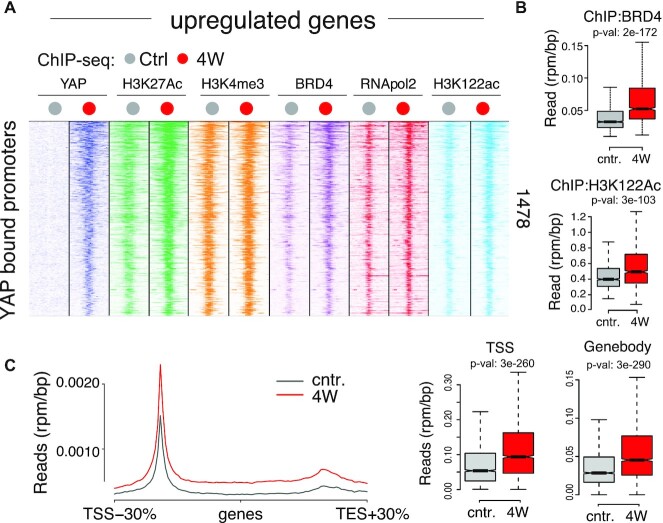
Transcriptional activation by YAP in LaptTA/tet-YAP^S127A^ livers upon YAP expression for four weeks (4W). (**A**) Heatmap of ChIP-seq signals at promoters of genes upregulated and bound by YAP (851 genes). (**B**) ChIP-seq signals at the promoters shown in (A). (**C**) Left: distribution of RNApol2 ChIP-seq signals along genes upregulated and bound by YAP. Right: box-plots of RNApol2 levels at transcription start sites (TSS) and gene bodies (GB).

### YAP represses genes activated by HNF4a

GSEA on the most down-regulated transcripts revealed that HNF4a target genes were predominantly repressed by YAP (Figure 4A), in accordance with previous reports (40–42).

**Figure 4.**
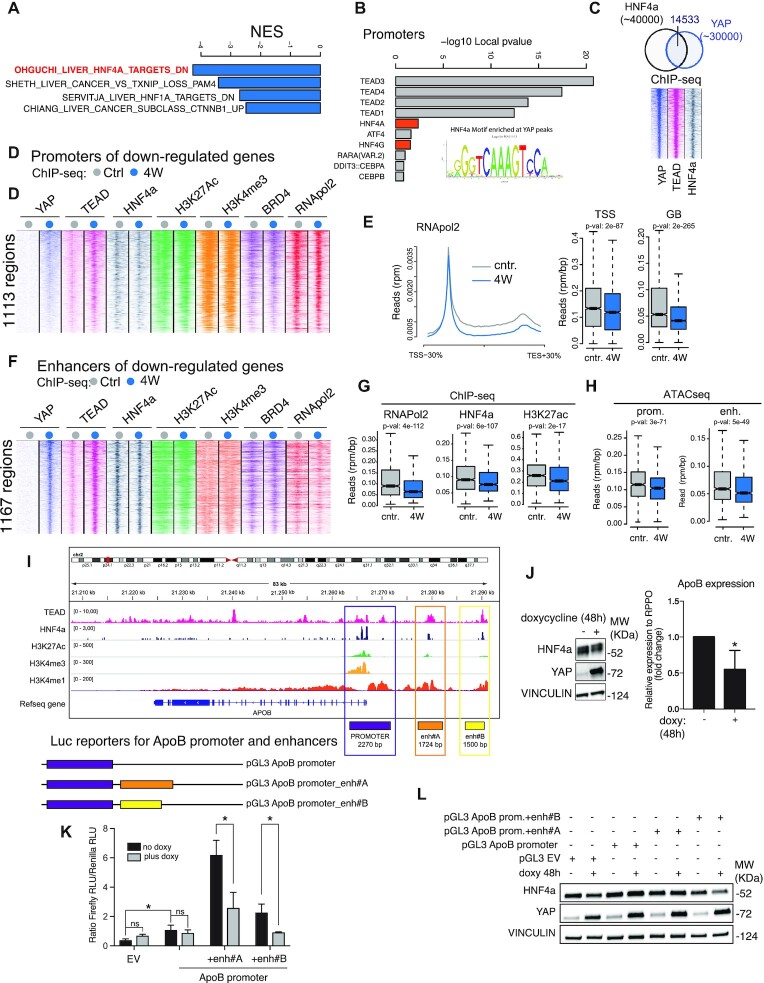
YAP antagonizes HNF4a activity. (**A**) GSEA of YAP down-regulated genes (top four signatures). (**B**) Transcription factor binding motifs at YAP bound promoters. Inset: HNF4a binding motif. (**C**) Top: overlap of YAP and HNF4a ChIP-seq peaks identified in liver cells. Bottom: Heatmap of the ChIP-seq signals. (**D**) Heatmap of the ChIP-seq signals found at promoters. (**E**) Metagene plot of RNApol2 ChIP-seq signals (left) and box plot of RNApol2 ChIP-seq signals (right) at transcription start sites (TSS) and along gene bodies (GB) for the gene shown in (D). (**F**) Heatmap of the ChIP-seq signals at HNF4a/YAP bound enhancers proximal to genes down-regulated by YAP. (**G**) ChIP-seq signals at the enhancers shown in (F). (**H**) Nucleosome-free regions at the promoters and the enhancers shown in (D) and (F). (**I**) Genomic snapshot of the APOB locus. The promoter region and the putative enhancers are outlined. (**J**) Left: western-blot analysis of HNF4a and YAP levels in tet-YAP HEPG2 cells where YAP^S127A^ was induced for 48 h. Vinculin was used as an internal standard. Right: APOB mRNA expression analysis by RT-qPCR. Average and standard deviation of three independent experiments is shown. (**K**) Luciferase based reporters used and bar plot of the luciferase assay performed in tet- YAP^S127A^ HEPG2 cells. The average and standard deviation of three independent experiments is shown. (**L**) Analysis of YAP and HNF4a levels by Western-blotting. Vinculin was used as loading control.

HNF4a (hepatocyte nuclear factor 4 alfa) is a transcription factor (TF) of the nuclear receptor family which controls the expression of gene programs essential for hepatocyte differentiation during embryonic development and in the adult liver (37).

Downregulation of HNF4a responsive genes did not associate with decreased HNF4a levels, nor it depended on genome-wide loss of HNF4a binding (Supplementary Figure S8A–C). This prompted us to investigate how YAP controlled the expression of HNF4a target genes. TF binding motif analysis identified the HNF4a motif as significantly enriched at YAP target sites (Figure 4B and Supplementary Figure S8D), and ChIP-seq showed genome-wide co-occurrence of YAP/TEAD and HNF4a (Figure 4C). This co-occurrence was prominent on promoters of YAP-downregulated genes, which were constitutively bound by HNF4a and TEAD, and then by YAP upon its induction (Figure 4D). The genome-wide proximity of YAP/TEAD and HNF4a could also be confirmed in the HEPG2 hepatocellular carcinoma cell line: analysis of the publicly available ChIP-seq data (encode database) showed strong co-localization of TEAD and HNF4a (Supplementary Figure S9A). This analysis also showed the genomic proximity of TEAD with other TFs predicted to co-occur based on our TF binding motif analysis (e.g. RXR, HNFg) and revealed TEAD co-occurrence with TFs regulating metabolic genes (e.g. USF1) and with FOXA1, a pioneer transcription factor recently shown to participate in YAP mediated gene regulation (43) (Supplementary Figure S9).

Expression of YAP^S127A^ in HEPG2 cells led to the repression of genes enriched for signatures of liver cancer genes and HNF1,4a activated genes (Supplementary Figure S9D, Supplementary Table S10). We also identified HNF4a activated genes in HEPG2 cells by performing RNA-seq analyses upon knock-down of HNF4a (Supplementary Table S11): 75% of these genes were downregulated by YAP^S127A^, thus confirming the antagonism of YAP and HNF4a on genes upregulated by HNF4a (Supplementary Figure S9E, Supplementary Table S12).

In mouse liver, while upon YAP binding, there was a sharp increase of TEAD enrichment, only a negligible variation of HNF4a binding was observed, thus ruling out competition between YAP/TEAD and HNF4a for promoter binding (Figure 4D and Supplementary Figure S10A). The levels of promoter-associated RNApol2 and activatory chromatin marks were marginally affected by YAP binding, thus indicating that YAP did not alter epigenetic priming nor RNApol2 recruitment (Figure 4D and Supplementary Figure S10A, see also Figure 4E for RNApol2 binding at TSS). Gene-body associated RNApol2 was dramatically reduced, coherently with the down-modulation of transcription of these HNF4a targets (Figure 4E). Given the prominent role of enhancers in regulating RNApol2 pause-release and considering both the preferential binding of YAP/TEAD to distal regulatory regions (44,45) and the role of HNF4a in activating liver enhancers (46), we analyzed enhancers associated with down-regulated genes: 37% of the promoters of downregulated genes were proximal to an enhancer bound by both YAP and HNF4a (Figure 4F and Supplementary Figure S10B, D). These enhancers showed strong YAP-dependent recruitment of TEAD, which was associated with a reduction in RNApol2, HNF4a, and the activatory mark H3K27ac (Figure 4F, G and Supplementary Figure S10C). These events were linked to decreased chromatin accessibility, both at enhancers and promoters (Figure 4H), suggesting that YAP binding disrupted promoter-enhancer contacts and altered their topology, thus impairing RNApol2 pause-release on HNF4a target genes. This pointed to a significant role of enhancers in controlling the activity of HNF4a target genes. Seeking direct evidence, we focused on the canonical HNF4a target ApoB, which, in HEPG2 cells, is bound by TEAD and HNF4a, both at the promoter and at two proximal putative enhancers (Figure 4I). As expected, the expression of YAP^S127A^ led to the repression of ApoB (Figure 4J). We thus devised a set of luciferase-based reporter genes containing the ApoB promoter, either alone or in combination with the proximal enhancers, and probed their constitutive activity and their modulation upon YAP^S127A^ expression (Figure 4K). While the promoter alone showed low luciferase activity, its pairing to either of the two enhancers potentiated the reporter activity, thus indicating the functional relevance of these proximal enhancers in the regulation of ApoB (Figure 4L). Conditional expression of YAP^S127A^ repressed the luciferase activity, most prominently when the reporter genes included the enhancers, thus indicating that, indeed, YAP was particularly effective in abating enhancer mediated gene expression (Figure 4K).

### YAP regulates developmental enhancers to antagonize lineage specification

In the liver, lineage specification and cellular identity are regulated by master TFs like HNF4a and FOXA2, which control transcriptional programs both in the embryonic liver and postnatally by engaging different classes of enhancers: embryonic, adult, and constitutive enhancers (40). We evaluated whether the activation of YAP in the adult liver would affect either class of enhancers. A consistent number of common and adult enhancers were constitutively bound by TEAD and, following its induction, also by YAP^S127A^ (Figure 5A, Supplementary Figure S11A and Supplementary Table S13). Consistent with the antagonistic action of YAP and HNF4a (40–42), these enhancers were preferentially associated with genes involved in liver function/identity, which were downregulated by YAP (Figure 5B). A fraction of embryonic enhancers (30%) was re-engaged by YAP, which promoted TEAD binding and their activation, as evidenced by increased accessibility, H3K4me1, and BRD4 binding (Figure 5A, B, Supplementary Figure S11B, C and Supplementary Table S13). These enhancers were associated with genes linked to cell motility, mesenchymal/stem cell phenotypes, and inflammation (Figure 5C). Overall, this suggests that YAP triggers the epigenetic remodeling of the enhancer landscape, which leads to the repression of lineage specification programs and the (re)-activation of embryonic programs.

**Figure 5.**
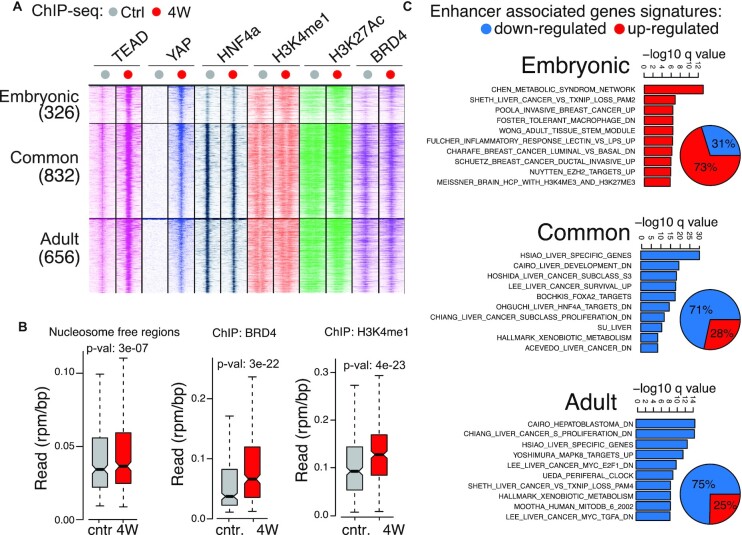
Developmental enhancers are regulated by YAP. The analysis was performed in LaptTA/tet-YAP livers upon YAP expression for four weeks (4W). (**A**) Heatmap of the ChIP-seq signals at developmental enhancers bound by YAP. (**B**) ATAC-seq (nucleosome free regions) and ChIP-seq signals at embryonic enhancers. (**C**) GSEA analysis of the genes associated to common, adult or embryonic enhancers. Left: pie chart of upregulated and downregulated genes for each class of enhancers.

### TEAD dependent feed-forward loop supports tonic YAP activity

ChIP-seq analyses indicated an increase in TEAD binding following YAP^S127A^ induction (Figure 1B). Evaluation of TEADs levels upon YAP activation revealed a rise in TEAD1 and 4, both at the mRNA and protein levels (Figure 6A and B). ChIP-seq showed binding of YAP and TEAD at the promoters of these genes and also at proximal enhancers (Figure 6C). This suggested the existence of a positive feed-forward loop. Short-term expression analysis in R26-lsl-rtTA/alb-CRE/tet-YAP^S127A^ revealed that TEAD1,4 levels raised progressively to reach a plateau of maximal expression at seven days of YAP induction (Figure 6D, Supplementary Figure S12). This was associated with a boost in YAP/TEAD chromatin binding (Figure 6E, F). 

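Bulk RNA-seq of whole livers from this mouse model covered 11 mice, 1 library each: 4 control livers, 4 livers after 3 days of YAP induction and 3 livers after 7 days. RNA was sequenced in read pairs and aligned by the authors to the mm9 genome. The deposited values are reads on the exons of each gene per kilobase, scaled to the reads of the library (eRPKM). They are normalized within each library, so they compare the share of the reads that a gene takes, not its RNA per cell. The libraries held between 1251623 reads on genes (control liver 4) and 5944317 (liver 2 at 7 days). Median depth was 3153244 reads for controls, 3653706 at 3 days and 5358163 at 7 days, so depth and time of induction were not balanced. At the shallowest library a gene with a few reads is known only to within a few fold, so only large changes of such genes could be detected. The test across genes was limma on log2(eRPKM + 0.5), with all 11 livers in one fit and 14244 genes with at least 0.5 eRPKM in at least 3 libraries. Fold changes are on this log2 scale, which understates the change of low genes. Single genes also got an exact two-sided permutation test of the group means. With 4 livers against 4 or against 3, the smallest p this test can give is 0.0286. Controls and the 3-day group each held 2 female and 2 male mice by their Xist and Y-linked reads, and all 3 mice at 7 days were female, so sex and 7 days of induction were partly confounded.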

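Tead1 (chromosome 7, 119822832 to 120050319, plus strand) had a mean of 6.41 eRPKM (SD 1.97, n = 4) in control livers, 11.9 (SD 5.98, n = 4) at 3 days and 31.5 (SD 4.21, n = 3) at 7 days. Its 3-day rise was a log2 fold change of 0.77 (SE 0.31), with 3 of 4 livers above all controls, and did not hold up against the spread between livers (limma adjusted p = 0.341; 0.0500 when adjusted over the 10 genes of the paper at both times alone; exact permutation p = 0.114). At 7 days the log2 fold change was 2.25 (SE 0.33; adjusted p = 0.000234), and all 3 livers lay above every control. The step from 3 to 7 days was itself tested and came to 1.48 (adjusted p = 0.00496). Among female livers only, that step was 1.14 and no longer passed (adjusted p = 0.0228; 0.000578 to 0.0344 over all alternatives). Tead4 (chromosome 6, 128174306 to 128250841, minus strand) was close to the limit of detection in control livers, with 0 to 8 reads per library and a mean of 0.311 eRPKM (SD 0.209, n = 4). It stood at 0.709 (SD 0.511, n = 4) at 3 days and 12.0 (SD 2.20, n = 3) at 7 days. Its log2 fold change at 3 days was 0.52 (SE 0.34), with 3 of 4 livers above all controls. This was not detectable at this depth (adjusted p = 0.566; exact permutation p = 0.286). At 7 days the log2 fold change was 3.98 (SE 0.36; adjusted p = 8.9e-06). The pseudocount moved the 7-day change of Tead4 most, to 5.14 with 0.1 in place of 0.5. Tead2, whose exons overlap those of Cd37, and Tead3 stayed under the threshold at both times. At 7 days their log2 fold changes were 0.41 (adjusted p = 0.234) and 0.62 (adjusted p = 0.152), and after quantile normalization both turned slightly negative. Over the 12 exact permutation tests of the Tead genes, Cyr61 and Ctgf against control, the lowest Benjamini-Hochberg value was 0.0571.

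**Figure D1:**
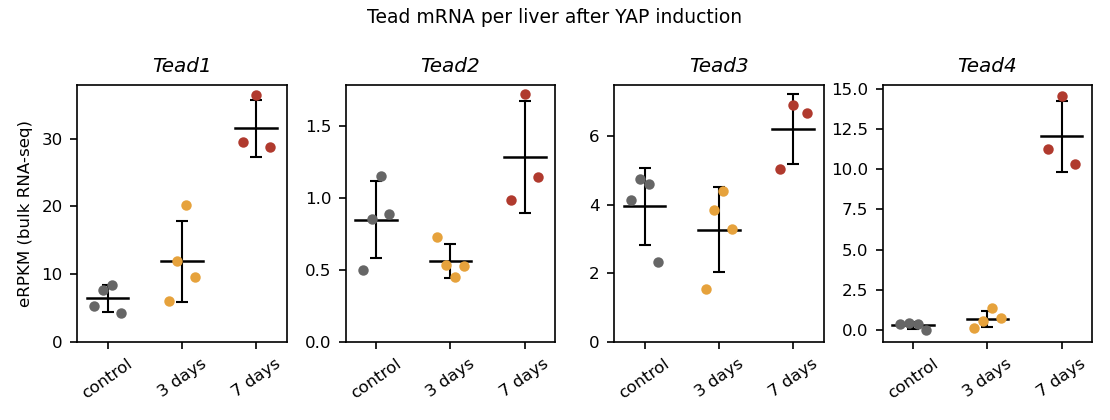
Bulk RNA-seq eRPKM of Tead1, Tead2, Tead3 and Tead4 in each liver (points) of the control, 3-day and 7-day groups. Horizontal lines are group means and error bars are SD. Tead4 stays at or under 1.36 eRPKM in the controls and at 3 days and lies between 10.3 and 14.5 at 7 days.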

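In bulk RNA-seq, Yap1 reads did not differ detectably between the groups. Control livers 1 to 4 had 21.1, 19.4, 18.6 and 13.9 eRPKM, the 3-day livers 15.6, 17.2, 19.3 and 15.3, and the 7-day livers 18.8, 19.0 and 17.4. The log2 fold change against control was -0.10 (SE 0.15; limma adjusted p = 0.832) at 3 days and 0.03 (SE 0.17; adjusted p = 0.917) at 7 days, and the 7-day livers stood 0.13 above the 3-day livers (adjusted p = 0.570). All 3 changes were smaller than the spread between livers (exact permutation p = 0.543, 0.943 and 0.286). After quantile normalization the 7-day change was -0.32. Each library held between 156 and 1016 reads on Yap1. The values cover reads that the authors' alignment placed on the mouse Yap1 gene (chromosome 9, 7931999 to 8004596, minus strand), whose exons overlap 1 other annotated gene. Whether reads of the transgene fall on it cannot be told from the values.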

YAP level was already maximal at three days, thus suggesting that increased availability of TEADs favored chromatin binding by the YAP/TEAD heterodimers (Supplementary Figure S12). This progressive increase in YAP/TEAD genome binding matched the gradual rise of expression of YAP canonical target genes and, more broadly, the boost in transcription in the tonic phase of YAP activation (7 days) (Figure 6G, H and Supplementary Table S14). 

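Cyr61 had a mean of 9.43 eRPKM (SD 3.63, n = 4) in control livers, 39.0 (SD 13.8, n = 4) at 3 days and 91.0 (SD 0.409, n = 3) at 7 days. Ctgf, whose exons overlap those of Gm15270, had 8.69 (SD 3.92), 24.1 (SD 10.1) and 96.7 (SD 8.28). For both genes every 3-day and every 7-day liver lay above all controls (exact permutation p = 0.0286 at either time, the smallest possible). At 3 days the log2 fold changes were 1.99 for Cyr61 (SE 0.27; limma adjusted p = 0.0117) and 1.41 for Ctgf (SE 0.31; adjusted p = 0.0833), both short of the threshold of 0.01 across all genes. Adjusted over the 10 genes of the paper at both times alone, these p-values were 3.4e-05 and 0.00174. At 7 days the log2 fold changes were 3.27 (adjusted p = 8.0e-06) and 3.49 (adjusted p = 1.2e-05), and from 3 to 7 days 1.28 (adjusted p = 0.00562) and 2.08 (adjusted p = 0.000591). With median-ratio size factors, Cyr61 passed at 3 days (adjusted p = 0.00716) and its step from 3 to 7 days, then 1.04, did not (adjusted p = 0.0108); over all alternatives these ranged from 0.0038 to 0.133 and from 0.000759 to 0.0419.
Across all genes, 6 rose and 0 fell at 3 days with an adjusted p under 0.01 and an absolute log2 fold change above 0.5, while 1718 had an unadjusted p under 0.05. At 7 days 2561 genes rose and 822 fell, and from 3 to 7 days 1997 rose and 756 fell. The 3-day count depended on single livers: it was 54 without 3-day liver 1 and 0 without 3-day liver 2. Leaving out control liver 2, 3-day liver 4 or any single 7-day liver also gave 0. A fit of the 2 compared groups alone gave 0 as well. The 6 calls thus also rested on a spread estimated with the 7-day livers. The median log2 fold change of all tested genes at 7 days was 0.26, so the ratio of rises to falls moved with the scaling. With median-ratio size factors the median was 0.03, with 1951 rises and 1254 falls, and after quantile normalization it was -0.08, with 1857 rises and 1821 falls. The larger share of rises, 75.7% of the calls with the deposited scaling, was thus 60.9% and 50.5% under the other scalings. From 3 to 7 days, size factors gave 1516 rises and 1181 falls, and quantile normalization 1436 rises and 1430 falls. The paper states that the gain in YAP/TEAD binding over these days matched the rise of target genes, and proposes a positive feed-forward loop through the TEADs.

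**Figure D2:**
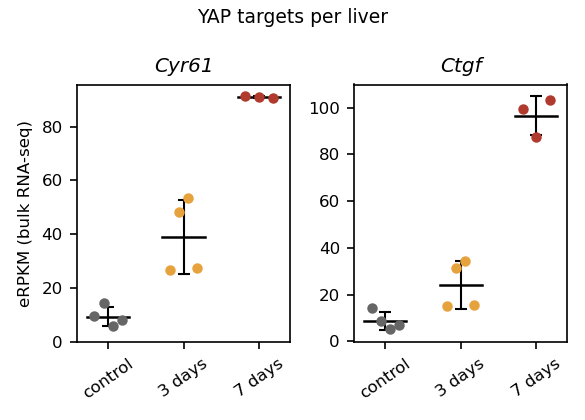
Bulk RNA-seq eRPKM of Cyr61 and Ctgf in each liver (points) of the control, 3-day and 7-day groups. Horizontal lines are group means and error bars are SD. For both genes the 3-day livers lie above all controls and the 7-day livers above all 3-day livers.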

Significantly, high YAP-dependent transcription was associated with a robust proliferation, dedifferentiation of hepatocytes, acquisition of cholangiocyte markers, and broad alteration(s) of the liver parenchyma (Supplementary Figure S12B, C). We propose that this feed-forward regulation may represent an inherent requirement for the tonic activation of YAP, which is needed to support undifferentiated progenitors during embryonic development or somatic regeneration and, in pathological settings, to ensure the viability and growth of cancer cells.

**Figure 6.**
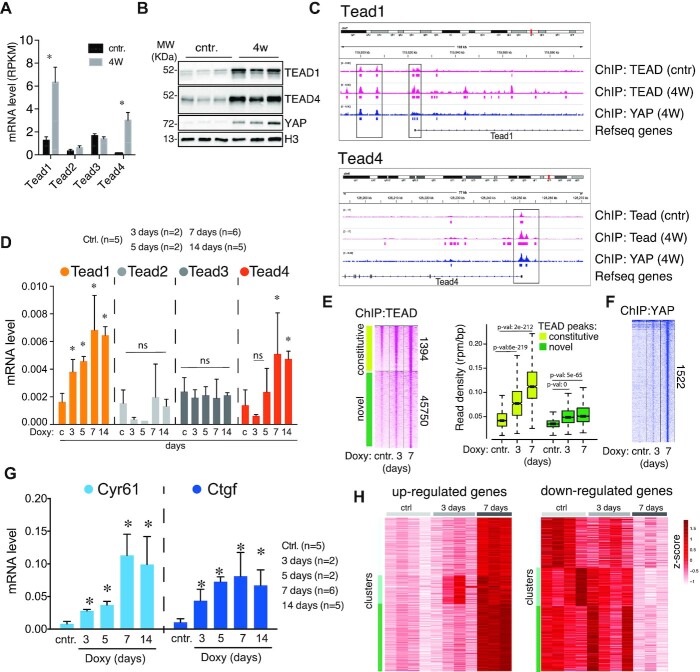
YAP induces a feed-forward loop based on transcriptional regulation of Tead1 and Tead4. (**A**) Tead's expression in LaptTA/tet-YAP^S127A^ livers by RNA-seq. Bar-plot shows the average and standard deviation of three independent experiments. (**B**) Western-blotting analysis of TEADs in LaptTA/tet-YAP^S127A^ livers. (**C**) Genomic snapshot of the Tead1 and Tead4 loci annotated with the ChIP-seq tracks for TEAD and YAP. (**D**) Evaluation of Teads mRNA by RT-qPCR analysis upon YAP induction in R26-lsl-rtTA/alb-CRE/tet-YAP^S127A^ mice. *N* = number of independent livers. Doxy = doxycycline. (**E**) Heatmap (left) and box-plot (right) of ChIP-seq signals of R26-lsl-rtTA/alb-CRE/tet-YAP^S127A^ liver cells. YAP was induced for the indicated days. (**F**) Heatmap of YAP ChIP-seq signals of R26-lsl-rtTA/alb-CRE/tet-YAP^S127A^ liver cells, upon YAP induction for the indicated days. (**G**) RT-qPCR analysis of liver cells from R26-lsl-rtTA/alb-CRE/tet-YAP^S127A^ mice. (**H**) Heatmap of normalized gene expression by RNA-seq upon YAP induction in R26-lsl-rtTA/alb-CRE/tet-YAP^S127A^ mice. Left: genes upregulated by YAP; right: genes down-regulated by YAP. *P value <0.01 (*t*-test).

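Of the genes past the threshold at 7 days, the largest rises in log2 fold change were those of Fgfbp1 (7.14), Krt4 (6.01), Lrtm2 (5.59), Psca (5.54) and Gpc3 (5.51). Control livers held at most 8 reads of Fgfbp1, 4 of Krt4, 6 of Lrtm2 and 2 of Psca per library, so the size of these rises depends on the pseudocount. No control liver exceeded 3 reads of Psca, and against that floor Psca was at least 31.0-fold higher. The largest falls were those of Ces1f (-6.80), Serpina4-ps1 (-6.28), Elovl3 (-5.56), Slc1a2 (-5.40) and Mup9 (-5.14). Serpina4-ps1 is annotated as a pseudogene, Mup9 belongs to a gene family with similar sequences, and the exons of Elovl3 and Slc1a2 overlap those of Pitx3 and Gm13872. Elovl3 was also lower in female than in male livers of the control and 3-day groups (log2 difference -3.33, exact permutation p = 0.0286), and its 7-day change among female livers was -4.10. These 10 genes were picked among those with a mean of at least 1 eRPKM and all 3 livers at 7 days on one side of all 4 controls. That separation was thus fixed by the choice and is no further result. Their limma adjusted p lay between 1.5e-08 (Slc1a2) and 0.00155 (Elovl3).
Of the 3383 genes past the threshold at 7 days, 2482 (73.4%) had moved in the same direction at 3 days, against 55.1% of the 10861 tested genes that were not past it. The share was 72.6% for rises and 75.8% for falls. The median ratio of the 3-day to the 7-day log2 fold change was 0.129. By liver, 46.4%, 69.7%, 82.3% and 66.5% of these genes had moved in the 7-day direction in 3-day livers 1 to 4. Leaving out 3-day liver 3 moved the pooled share most, to 60.7%. Both time points were set against the same controls, and with separate controls for each the share ranged from 58.8% to 80.3% over the 6 ways to part them. A test added after the values were seen also chose the genes against only the 2 controls of the 7-day side. The share then ranged from 49.9% to 74.4%, against 43.0% to 57.5% for the genes not chosen. Within each of the 6 ways the chosen genes had the higher share, with 49.9% against 45.7% in the lowest. The share was 49.6% to 80.9% for rises and 44.3% to 71.7% for falls. The excess over genes not chosen thus held under every choice of controls, while a share above 50% did not.

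**Figure D3:**
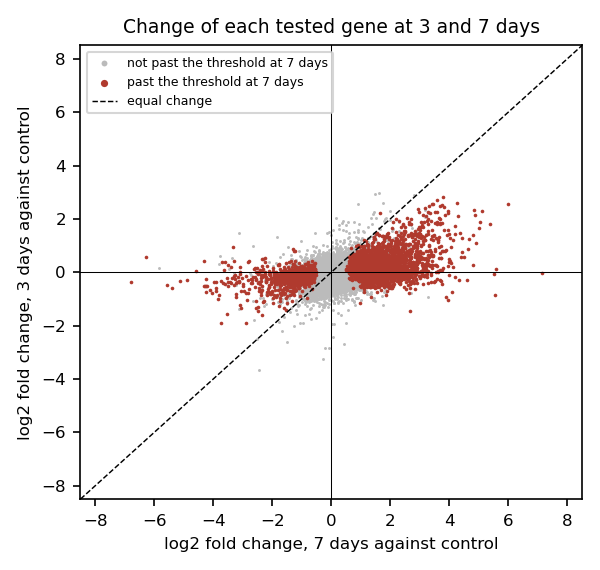
Log2 fold change against control at 3 days (vertical axis) and at 7 days (horizontal axis) for each tested gene. Red points are the 3383 genes past the threshold at 7 days, and the dashed line marks equal change. The median ratio of the vertical to the horizontal value over the red points is 0.129.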

### YAP induction results in remodeling of the cellular microenvironment

The profound transcriptional and histological changes observed in the liver upon tonic YAP induction led us to evaluate changes in cellular heterogeneity by scRNA-seq. t-SNE identified 11 cell types (47) (Figure 7A). Predominant groups were cells of the immune system (T-cells, B-cells and macrophages) and endothelial cells. While acute activation had little effects, tonic YAP-induction led to a fractional decline of T-lymphocytes, B-lymphocytes, and endothelial cells with a concomitant rise in the fractional abundance of macrophages (Figure 7B and Supplementary Figure S13). Coherently, the major transcriptional changes were observed after tonic YAP induction (7 days) (Supplementary Tables S15–S17). Macrophages displayed features of M2 polarization, such as the downregulation of MHC class I and II components and the increase in the expression of both TGFb and genes linked to the oxidative metabolism (Supplementary Figure S14). They also showed upregulation of genes linked to cellular motility, chemotaxis, and recruitment of immune cells (Supplementary Figure S14C, E). T-lymphocytes displayed the downregulation of cytotoxic programs, likely in response to the immunomodulatory action of macrophages (Supplementary Figure S15). Interestingly, the endothelial cells observed on day 7 had prominent proliferative gene signatures, possibly reflecting an angiogenic-remodeling of the vascular microenvironment (Supplementary Figure S16).

**Figure 7.**
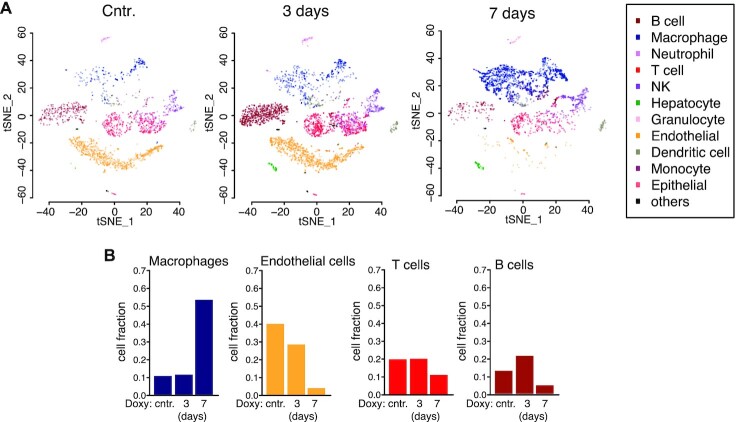
Single cell profiling of the liver microenvironment of R26-lsl-rtTA/alb-CRE/tet-YAP^S127A^ mice. (**A**) t-SNE classification and in-silico cell type annotation. (**B**) Relative cell numbers of the most relevant cell types.

## DISCUSSION

Our analysis confirms that YAP binding to its genomic targets is invariably associated with TEAD (44,45). We identified two broad classes of YAP-bound genomic loci: (i) constitutive YAP/TEAD sites, which were bound by TEAD in a YAP independent way and (ii) novel YAP/TEAD sites, which TEAD did not bind in the absence of YAP. One major determinant for the affinity of YAP to the constitutive YAP/TEAD sites appeared to be TEAD enrichment, as indicated by the evidence that the YAP-bound constitutive sites had higher TEAD enrichment than TEAD-only sites (Supplementary Figure S1B, C and E). In addition, these sites were generally more enriched in chromatin modification and binding of both RNApol2 and BRD4, suggesting that chromatin-modifying complexes and transcriptional activators may also contribute to increasing TEAD and YAP/TEAD affinity for these target loci. On the other hand, novel YAP/TEAD sites were prevalently poised/inactive enhancers: YAP/TEAD binding coincided with a gain in chromatin accessibility, increase in H3K4me1, H3K27Ac and recruitment of BRD4 and RNApol2, thus implying that chromatin independent assembly of YAP/TEAD heterodimers, and their ability to recruit chromatin remodeling complexes (and possibly pioneer factors), are critical events for transcriptional regulation at these loci. This resonates with recent data showing that conditional expression of activated YAP in adult cardiomyocytes leads to chromatin remodeling and increased accessibility that triggers enhancer-mediated transcription of fetal-like genes (48). We have identified promoters that are bound and activated by YAP. Our data confirm the role of YAP in promoting the recruitment of RNApol2 in a BRD4-dependent way and its role in controlling elongation in cancer cells (38,39). It also indicates that the BRD4-dependent regulation of YAP target genes is not a prerogative of cancer cells but a more general mechanism used by YAP to regulate gene expression also in normal cells. This raises the question of the selectivity and efficacy of BRD4 inhibitors in targeting YAP-dependent transcriptional addiction in cancer cells. We note that contrary to what is observed in cancer cells, where YAP targets are highly expressed genes (39), YAP targets are expressed at normal levels in hepatocytes. Thus, transcriptional addiction to YAP might be due to the transcriptional amplification of its targets in cancer cells. Interestingly, in tumors cells, YAP targets are enriched in Myc regulated genes (32), possibly suggesting that co-activation by YAP and Myc, while potentiating gene expression, may also render cancer cells liable to BET inhibitors and more in general to transcriptional inhibitors.

We also detected a large number of genes that are repressed by YAP: these genes control liver cells metabolism and are regulated by HNF4a, a master regulator of lineage specification and cell function in the liver (49). Transcriptional antagonism between YAP and HNF4a has been reported (40–42,50), but a complete understanding of its molecular details is missing. Our data provide further mechanistic insight and indicate a direct role of YAP, which, by binding to HNF4a occupied loci, both promoters, and their cognate enhancers, impairs RNApol2 promoter escape. This peculiar repressive mechanism is reminiscent of how YAP antagonizes SMAD-dependent gene activation by reinforcing NELF mediated RNApol2 stalling, thus impeding differentiation of embryonic stem cells towards a mesenchymal fate (51). We propose that the enhancer-mediated control of RNApol2 promoter escape may be a general repressive mechanism that YAP uses to prevent or revert lineage differentiation. In the liver, YAP repressed promoters and their associated enhancers are constitutively bound by TEAD and HNF4a. The coexistence of antagonistic transcription factors and the resilience of stalled RNApol2 at their promoters upon YAP binding may be necessary to provide the cellular plasticity which characterizes adult hepatocytes and could be the molecular reason for both the swift dedifferentiation of hepatocytes upon YAP activation and the full reversibility of this process (8,10,41). HNF4a transcriptional control, both during liver development and postnatally, relies on its ability to temporally regulate the activity of embryonic and adult enhancers in a concerted manner with the pioneer transcription factors FOXA1,2 (40). HNF4a also provides steady activation of common liver enhancers, a class of liver-specific distal regulatory elements that are operative throughout liver development and adult life (40). TEAD has been previously linked to the control of the activity of the embryonic enhancers during development (40). Here, we expand on this and show that not only activation of YAP in the adult leads to the re-engagement of a fraction of embryonic enhancers and their cognate genes, but we also provide strong evidence for a pervasive antagonistic regulation by YAP/TEAD and HNF4a on the common and the adult enhancers, the other two prevalent classes of HNF4a regulated enhancers. This transcriptional antagonism between YAP and HNF4a may reflect a broader regulatory network orchestrating metabolic and cell identity gene programs in the liver, which may comprise TFs like RXR/LXR, SREBP1, and CEBPs, (Supplementary Figures S9 and S10).

Interestingly, RXR/LXRs are ligand-dependent activators of cholesterol and lipid biosynthesis, and repressors of pro-inflammatory genes (52). The fact that cholesterol *per se* has anti-inflammatory activity (52) suggests a relationship linking the metabolic state to the immune-modulation in the liver, which may be transcriptionally regulated by networks of transcription factors including YAP, HNF4a and RXR/LXR.

YAP activation in adult hepatocytes not only drives their dedifferentiation to a bi-potent progenitor-like state but also leads to profound alterations of the liver vasculature and the immune infiltrate. Hepatocytes likely control the remodeling of the immune microenvironment through the activation of TNFa and IFN-λ inflammatory programs and the engagement of NF-κB. Notably, several of these genes showed YAP binding at their regulatory regions (Figure 2D), thus suggesting direct transcriptional regulation. Many of these genes are pro-inflammatory and immunomodulatory cytokines and chemokines, such as Ccl2 and Csf1, which may promote the recruitment and differentiation of M2-like tissue infiltrating macrophages, thus favoring the eviction and the decommissioning of cytotoxic T-lymphocytes. Thus, by orchestrating paracrine signaling from hepatocytes, YAP may promote the establishment of an immune-tolerant environment and, therefore, sustain broad cellular remodeling of the liver. Interestingly, in skin carcinomas, the expression of IFN-λ regulated genes is also YAP dependent (53), thus suggesting that modulation of the inflammatory response might be a hallmark of YAP activation. Future work will be needed to understand the molecular details of their regulation and establish the relevance of these programs in regeneration and cancer. We identified TEAD1,4 as direct targets of YAP. Activation of this positive feed-forward regulatory loop marked the transition from an acute activation of YAP, which may be required for signal-regulated pathways, to the tonic activation of YAP, necessary for the full engagement of transcriptional programs controlling cell identity, proliferation, and metabolism as well as the paracrine mediated remodeling of the liver parenchyma. We propose that this feed-forward regulation might be an inherent requirement for the tonic activation of YAP, which is needed to support undifferentiated progenitors during embryonic development or somatic regeneration and, in pathological settings, to ensure the viability and growth of cancer cells.

## DATA AVAILABILITY

All NGS data of this study (raw and processed) were deposited in the gene expression omnibus (GEO) database (54) under the accession number GSE138191.

## Supplementary Material

gkac624_Supplemental_Files Click here for additional data file.

# Supplementary material for: Decoding YAP dependent transcription in the liver
**Source:** Nucleic Acids Res. 2022 Jul 25;50(14):7959–71. doi: 10.1093/nar/gkac624
**Supplement:** gkac624_Supplemental_Files

# Supplementary figures

## Suppl figure 1

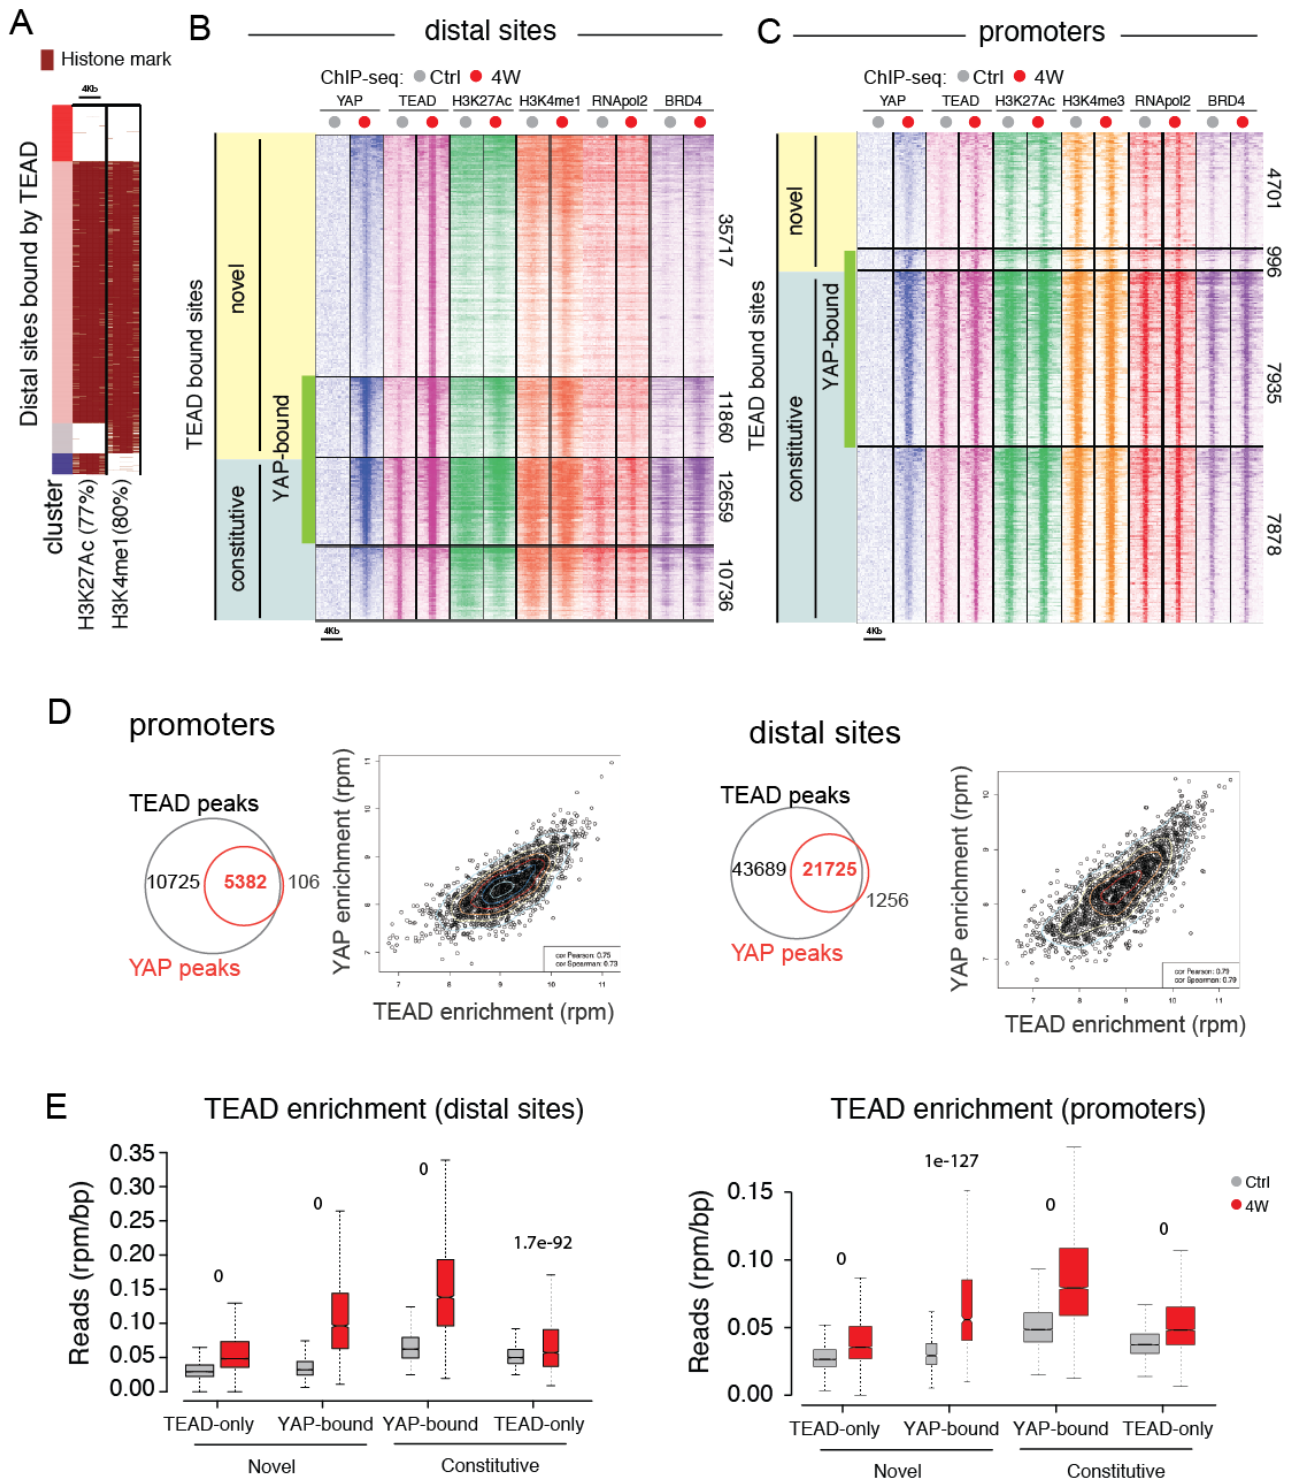

Figure legend is on the next page

**Supplementary Figure 1.** ChIP-seq analysis of wild-type (cntr.) and YAP expressing livers (4W= four weeks of YAP induction) from LaptTA/tet-YAP<sup>S127A</sup> mice.

(**A**) Position-based clustered heatmap of H3K27ac and H3K4me1 ChIP-seq peaks mapped to distal regions bound by TEAD in wild-type liver. This analysis shows that the majority of TEAD bound distal sites are either active or poised enhancers. (**B, C**) Ranked heatmaps of the ChIP-seq signals at the genomic regions bound by TEAD. “YAP-bound” are TEAD bound regions overlapping with YAP peaks. (**D**) Co-occurrence of YAP and TEAD peaks upon YAP expression (Venn diagram, left) and their ChIP-seq signal intensities (right). (**E**) Box-plots of TEAD ChIP-seq signals on constitutive or novel sites, both on promoters and distal regions. Note that the enrichment of TEAD upon YAP expression increases more at YAP bound sites than at TEAD-only sites, thus suggesting that the YAP/TEAD complex has greater chromatin affinity compared to TEAD only. On the other hand, at the TEAD-only sites, there is a mild increase of TEAD upon YAP induction, which is driven by the increase in TEAD level supported by the feed-forward loop described in figure 6 and related text. Numbers in box-plots indicated the p-value.

# Suppl figure 2

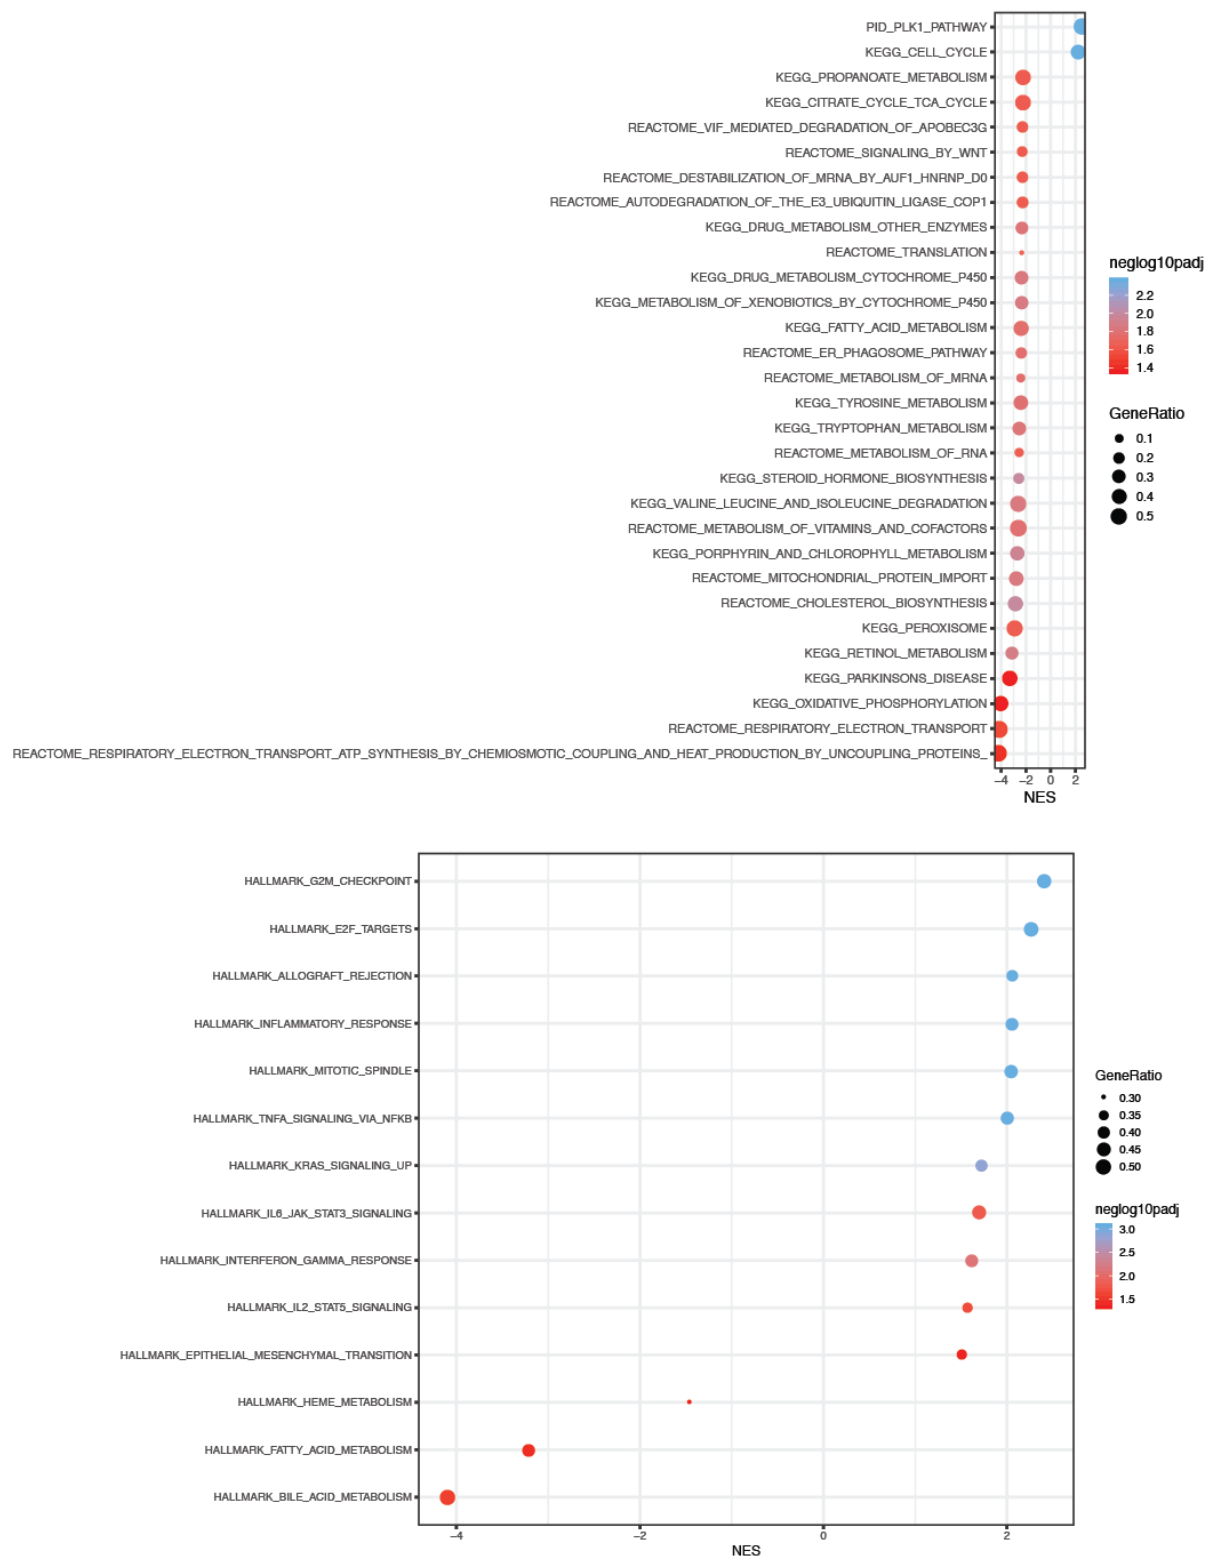

**Supplementary Figure 2.** GSEA analysis of the differentially expressed genes (DEGs) identified in LptTA/tet-YAP<sup>S127A</sup> liver following four weeks of YAP induction. Gene sets of MSigDB used for the analysis are C2 pathways (top panel) and Hallmarks (bottom panel). The normalized enrichment score (NES), -log<sub>10</sub> p adjusted (neg. log<sub>10</sub> padj) and the fraction of the genes are shown.

## A

### Suppl figure 3

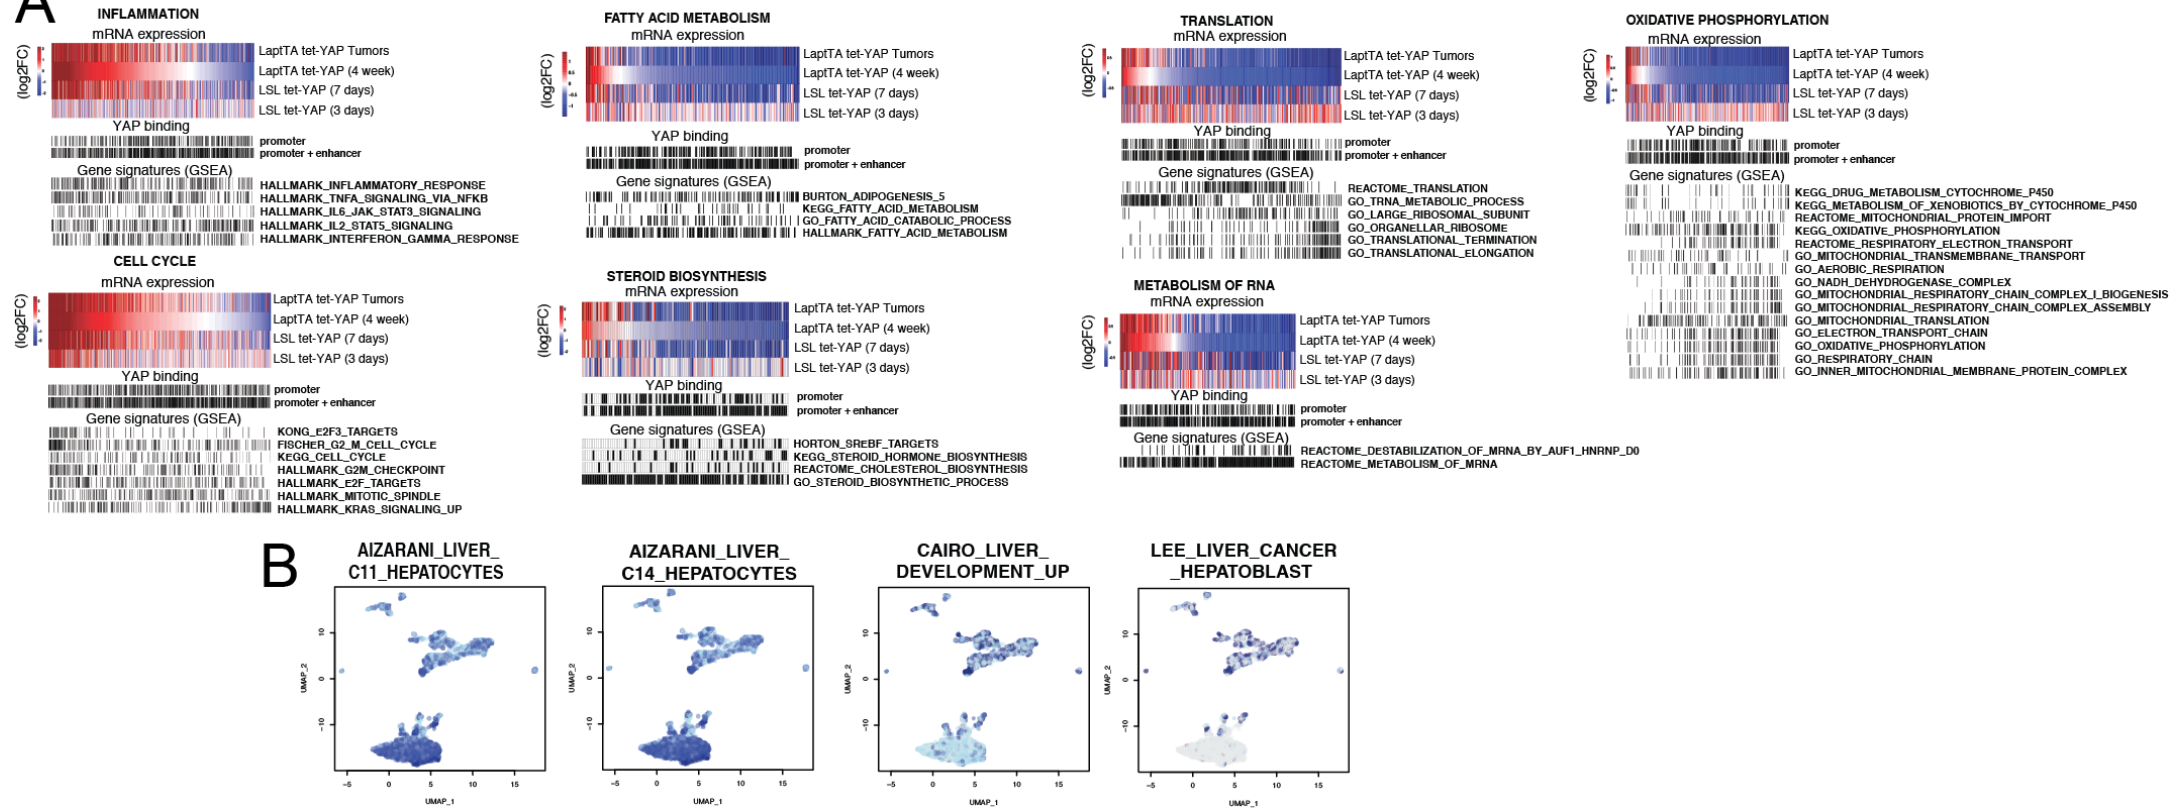

**Supplementary Figure 3. (A)** GSEA analysis of the differentially expressed genes (DEGs) identified in LaptTA/tet-YAP<sup>S127A</sup> liver following four weeks of YAP induction. The “mRNA expression” heatmap shows the fold-change of the DEGs in the indicated mouse models: LaptTA/tet-YAP<sup>S127A</sup> and R26-LSL-rtTA/alb-CRE /tet-YAP<sup>S127A</sup>. “YAP binding” indicates the genes bound at the promoter (P) or at either the promoter or enhancers by YAP, based on ChIP-seq data of LaptTA/tet-YAP<sup>S127A</sup> mice. “Gene signatures” show the MSigDB signatures that were used along with the indication of the genes included (the data used in this figure is reported in suppl. table 2 and 3). **(B)** Projection of adult hepatocytes signatures (AIZARANI C11 and C14) signatures and hepatoblast signatures in UMAPs reporting scRNA-seq of hepatocytes isolated from LaptTA/tet-YAP<sup>S127A</sup> liver (as shown in figure 2 E).

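For the R26-LSL-rtTA/alb-CRE/tet-YAP livers, the 8 gene lists of Supplementary Table S5b were scored in each liver as the mean log2(eRPKM + 0.5) over the genes of the list minus the mean over all tested genes. At 7 days the scores had fallen by 1.00 for steroid metabolism (112 genes), by 0.86 for amino acid metabolism (141 genes), by 0.55 for fatty acid metabolism (289 genes) and by 0.52 for mitochondrial activity (410 genes). They had risen by 0.61 for cell cycle (839 genes) and by 0.33 for inflammation (610 genes). In each of these 6 lists all 3 livers at 7 days lay outside the range of the 4 controls (exact two-sided permutation p = 0.0286, the smallest possible). After adjustment over 16 tests (8 lists at both times) the value was 0.0762. At least 10 of the 16 tests would have to reach the smallest p for any to pass 0.05, so the 8 lists at 7 days could not pass on their own. Translation fell by 0.25, again with all 3 livers below the 4 controls, but its test did not reach the smallest value (exact permutation p = 0.0571). RNA metabolism fell by 0.20, with 1 of 3 livers below the controls (exact permutation p = 0.229). The genes with at least 300 reads per kilobase fell as a class at 7 days (median log2 fold change -0.50), and their reads grew less than in step with depth. Without these genes, an alternative chosen after the values were seen, the scores fell by 0.91 for steroid, 0.64 for amino acid and 0.40 for fatty acid metabolism, 0.46 for mitochondrial activity, 0.21 for translation and 0.04 for RNA metabolism. Without the reference to all tested genes the 4 metabolic and mitochondrial falls were 0.66, 0.51, 0.20 and 0.18. The changes of translation and RNA metabolism were then 0.09 and 0.14, and RNA metabolism also turned to 0.11 after quantile normalization. At 3 days the largest shift was that of cell cycle, 0.23 (exact permutation p = 0.0571), with 3 of 4 livers above all controls. The other lists differed by -0.10 to 0.08 at 3 days. The competitive test camera of limma, which compares the genes of a list with all other genes, moved the outcome most, with 11 of the 16 tests under an adjusted p of 0.05. Camera was run with a preset correlation of 0.01 between genes. Its p-values are too small where the genes of a list vary together between livers more than that. List names are human symbols matched to the mouse table, and 75.8% of the RNA metabolism names were found.

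**Figure D4:**
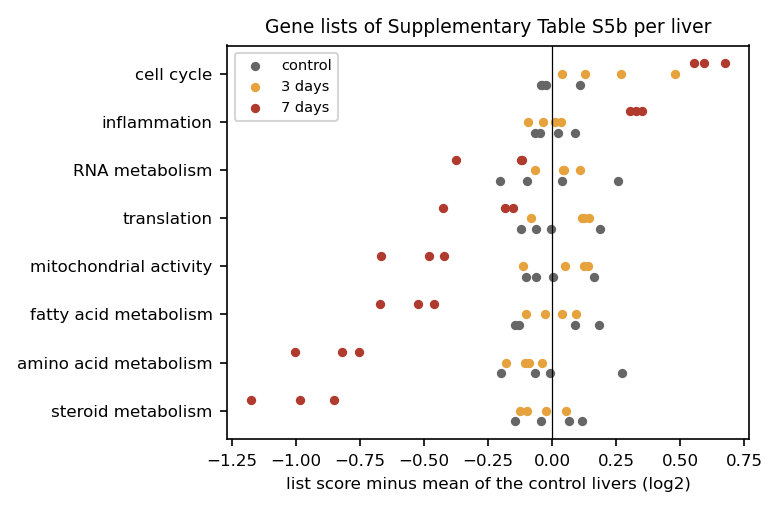
Score of each list of Supplementary Table S5b per liver, minus the mean of the control livers (log2 scale). Points are livers, colored by group. The 7-day livers lie to the left of the controls for the metabolic and mitochondrial lists and to the right for cell cycle and inflammation.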

Suppl figure 4

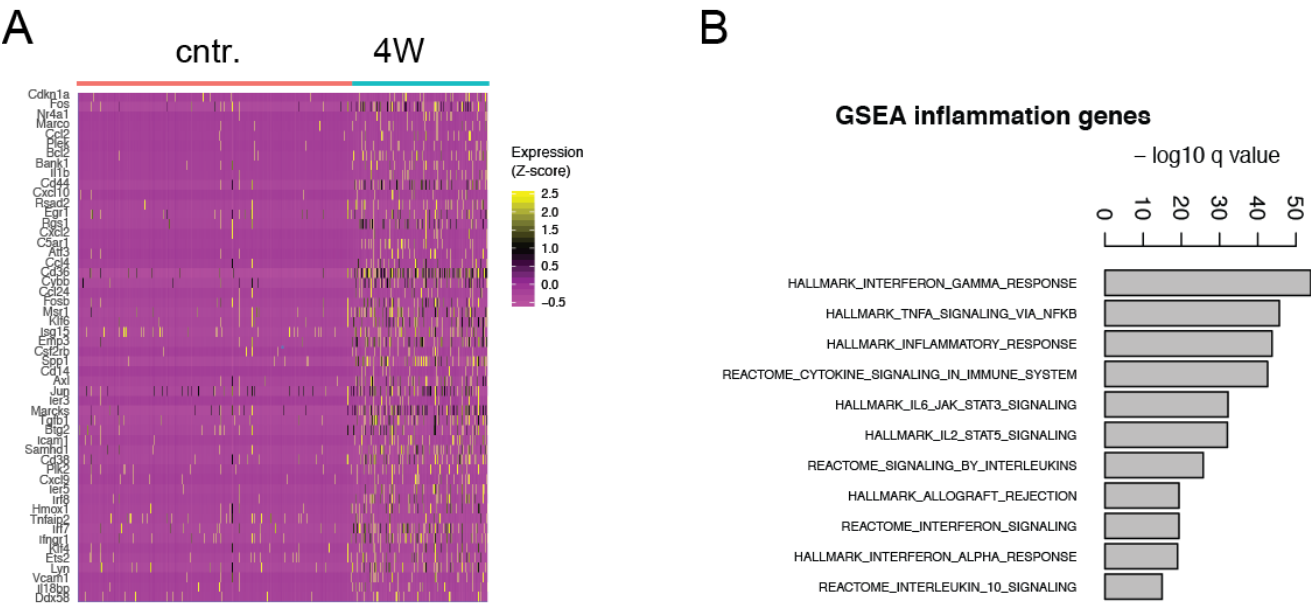

**Supplementary Figure 4.** Single-cell RNA-seq analysis of hepatocytes isolated from LptTA/tet-YAP<sup>S127A</sup> liver of either control animals (cntr.) or from transgenic mice following YAP<sup>S127A</sup> induction for four weeks (4W). **(A)** Heatmap of the normalized expression of the inflammatory genes identified by scRNA-seq. **(B)** GSEA of the inflammatory genes identified by scRNA-seq as upregulated by YAP.

Suppl figure 5

mRNA expression

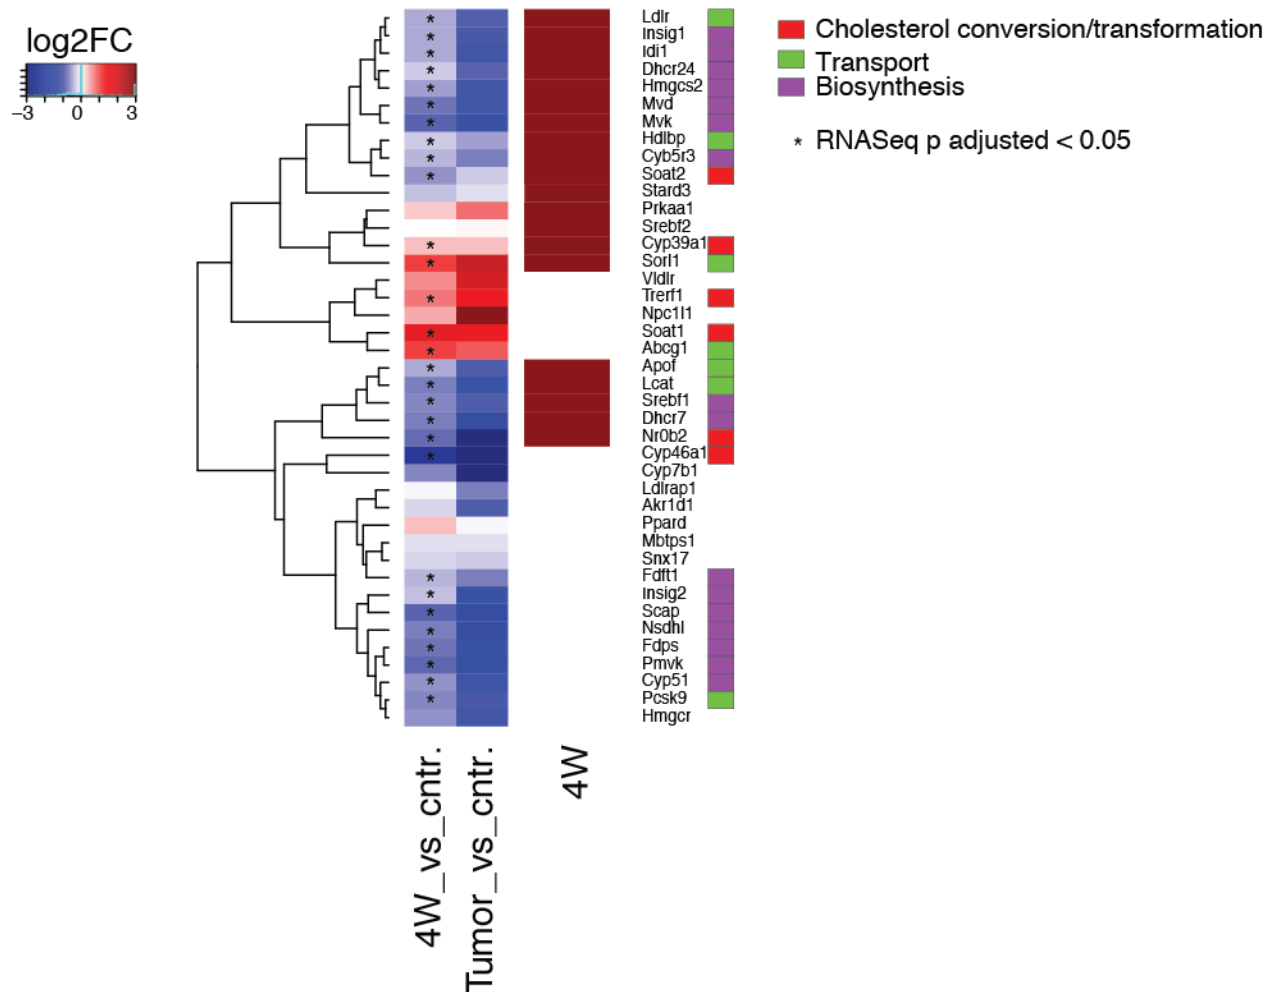

**Supplementary Figure 5.** Heatmap of the differential expression of genes involved in cholesterol metabolism.

## Suppl figure 6

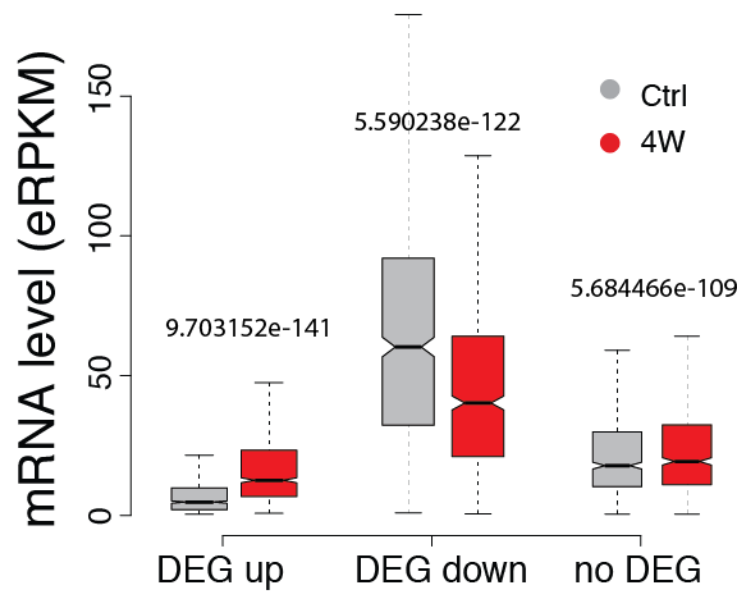

**Supplementary Figure 6.** Expression levels (eRPKM) of genes bound by YAP. Genes were subsetting in: up-regulated (DEG-up), down-regulated (DEG-down) or not changed (no-DEG) genes, based on their differential expression following YAP induction. Genes upregulated by YAP are lowly expressed in wild-type liver, while down-regulated genes are highly expressed. Numbers in box-plots indicated the p-value.

# Suppl figure 7

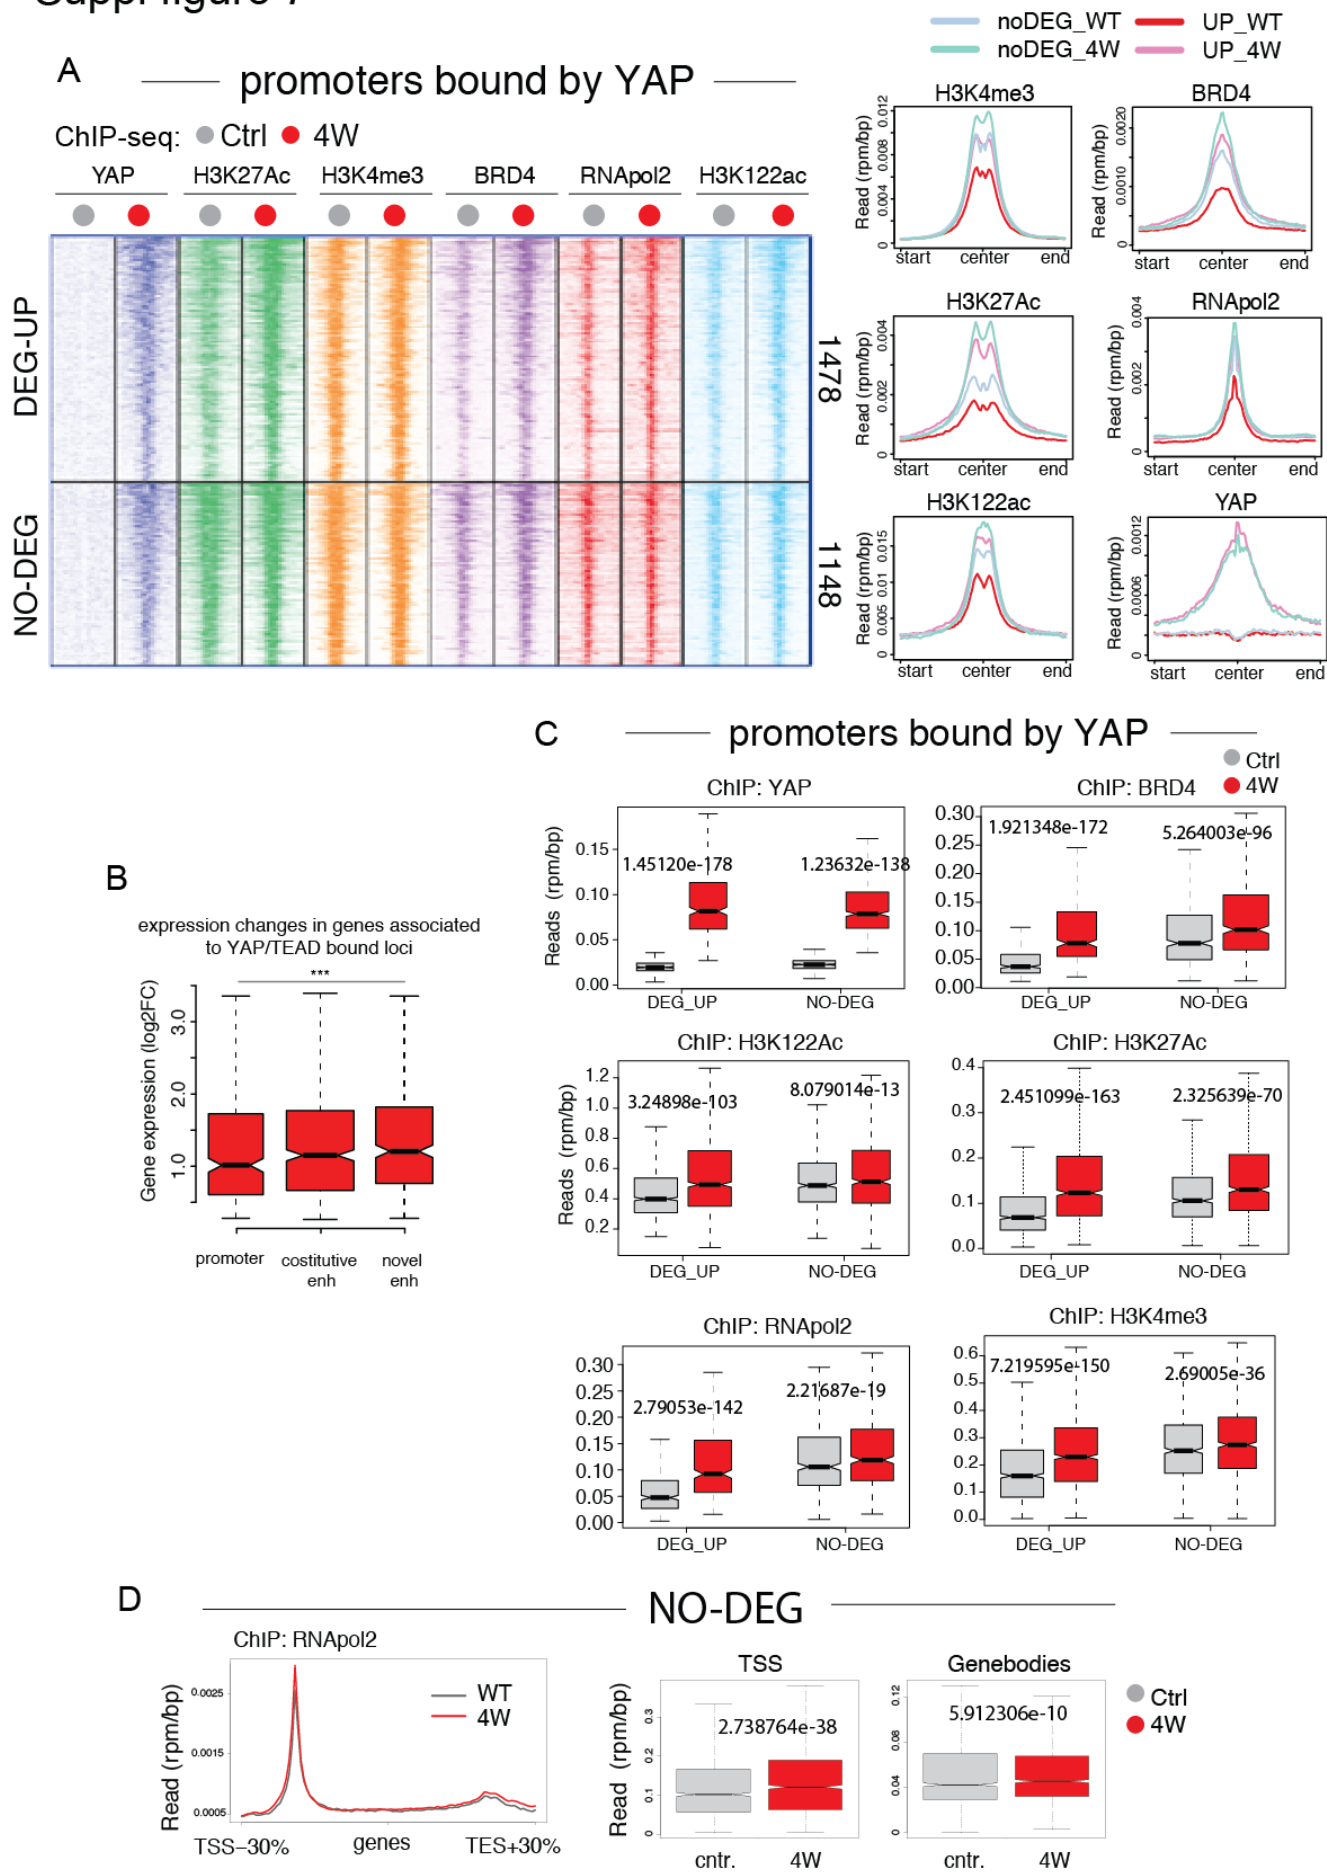

**Supplementary Figure 7.** ChIP-seq analysis of hepatocytes isolated from LaptTA/tet-YAP<sup>S127A</sup> liver of either control animals (cntr.) or following YAP<sup>S127A</sup> induction for four weeks (4W). **(A)** Heatmap (left) and distribution-plots (right) of ChIP-seq signals found at promoters bound by YAP in LaptTA/tet-YAP<sup>S127A</sup> liver. Promotes were subsetting in those associated to genes that were either up-regulated by YAP (DEG-UP) or did not change expression (NO-DEG). **(B)** Differential expression of DEG-UP genes bound by YAP at the promoter, constitutive enhancer (constit.) or novel enhancer (novel). Only the comparison promoter vs novel enhancers is statistically significant (mann withney test), Pval<0.001). **(C)** Box-plots of the ChIP-seq signals on promoters of genes bound by YAP that were either up-regulated (DEG-UP) or did not change expression (NO-DEG). **(D)** Left: metagene plot of RNAPol2 ChIP-seq signals along genes that are bound by YAP at their promoter, but did not show a change in expression upon YAP induction. Right: RNAPol2 ChIP-seq signals at transcription start sites (TSS) and along gene bodies (GB). Note that changes in chromatin marks and chromatin associated factors, were also noticeable (albeit with lower intensities) on the promoters of genes bound but not up-regulated by YAP: here YAP binding associated with a further increase in BRD4 and concomitant elevation of H3K122Ac. Yet these events did not associate with an increase in RNAPol2 recruitment and activity, conceivably because these genes were already transcribed at high levels (see Fig. S6). Numbers in box-plots indicated the p-value.

## Suppl figure 8

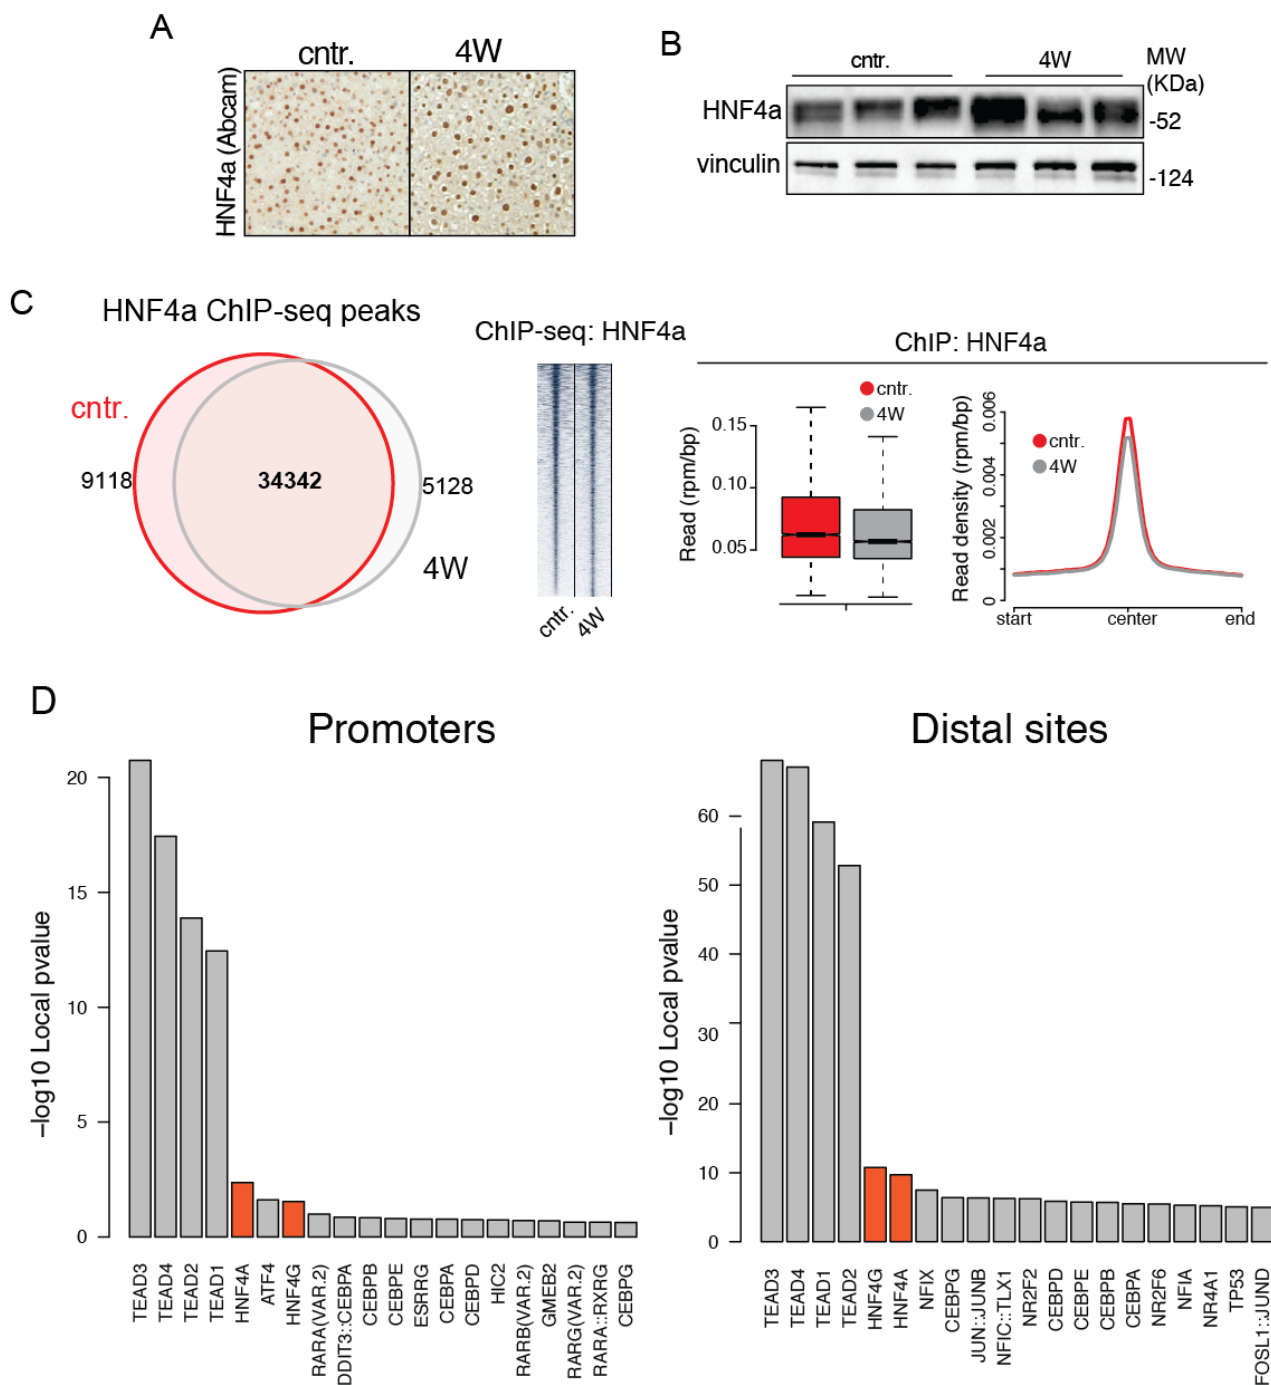

**Supplementary Figure 8.** Analysis of HNF4a in wild-type (cntr.) and in YAP expressing livers (4W= 4 weeks of induction) from LaptTA/tet-YAP<sup>S127A</sup> mice. **(A)** IHC analysis of liver sections stained with an anti-HNF4a antibody. **(B)** Western-blotting analysis of liver protein extracts. Vinculin was used as a loading control. **(C)** Heatmap, Venn diagram, box-plot and signal distribution of HNF4a ChIP-seq peaks. **(D)** TF binding motif analysis on promoters and distal sites of genes bound and down-regulated by YAP. Numbers in box-plots indicated the p-value.

Suppl figure 9

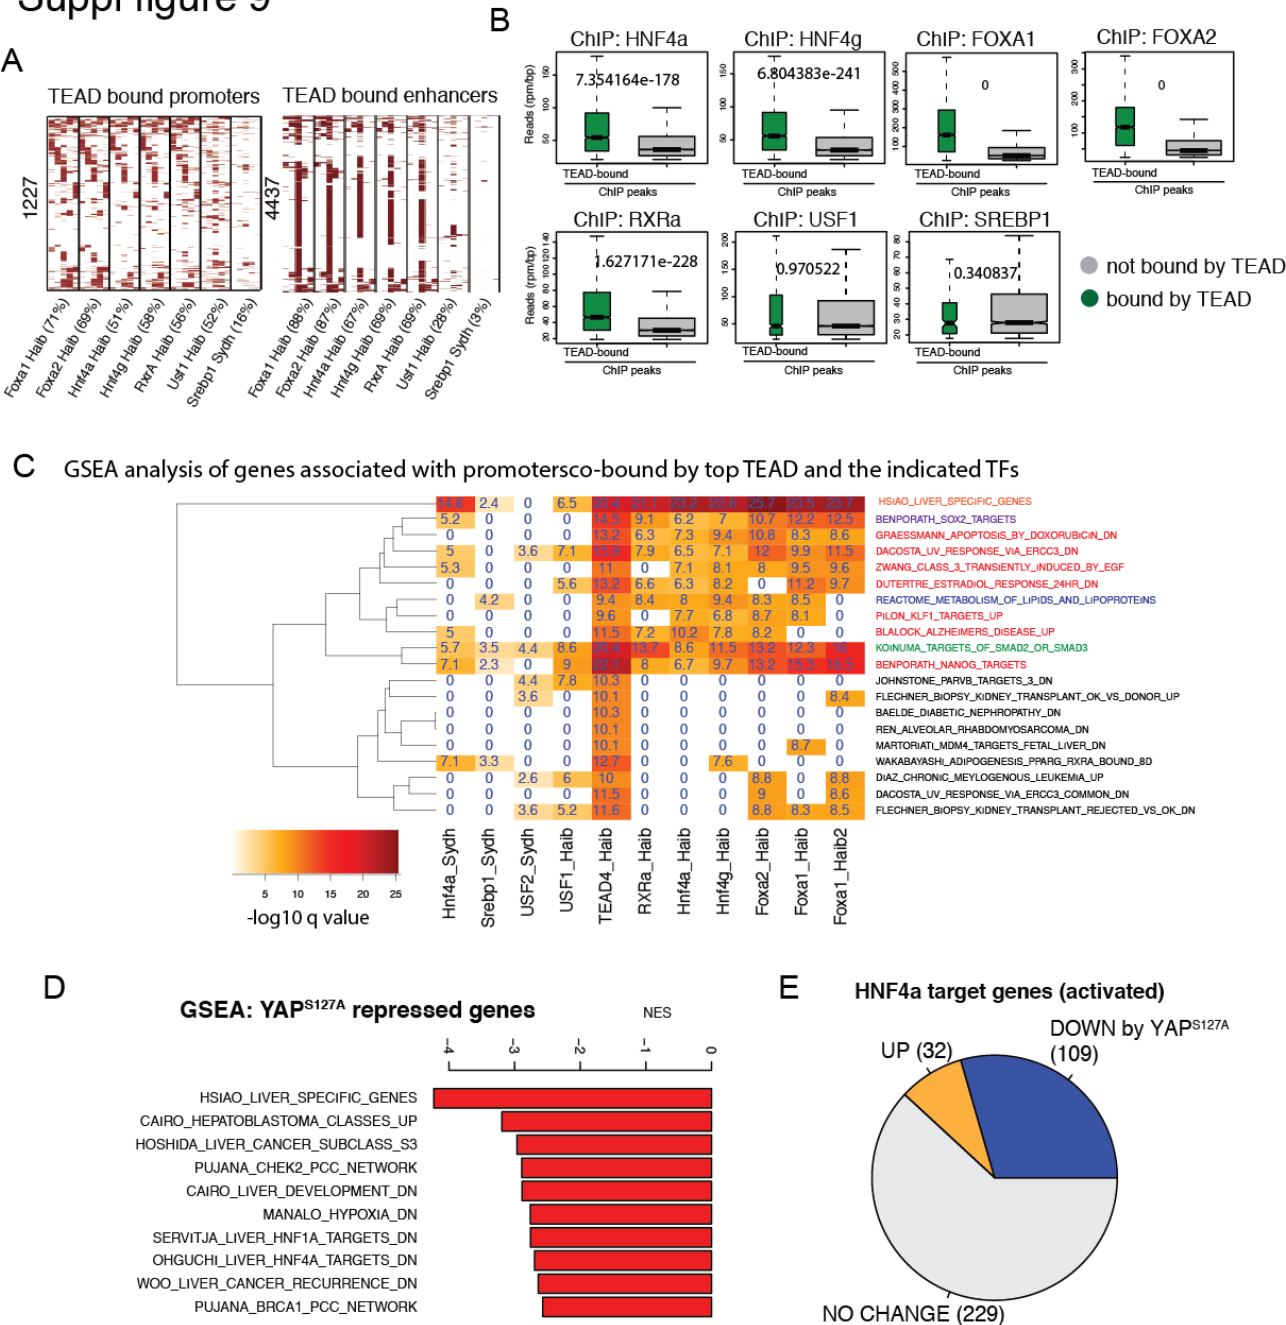

**Supplementary Figure 9.** Analysis of the Encode ChIP-seq data of HEPG2 cells. **(A)** Analogic heatmap of the ChIP-seq peaks found at promoters (left) and enhancers (right) bound by TEAD with high affinity (top 25%, ranked by TEAD ChIP-seq enrichment). Percentages are the fraction of high affinity TEAD peaks overlapping with the indicated transcription factors. **(B)** Box-plots of the ChIP-seq signals for the indicated transcription factors (TF). For each TF, peaks were sub-setted in TEAD bound (shown in green) and TEAD unbound (shown in gray). ChIP-seq enrichment of the majority of these TFs was higher on peaks co-localizing with TEAD, reinforcing a possible functional association of these TFs in the control of transcription. **(C)** Clustering based on the GSEA enrichment for the genes bound by the TF considered. This analysis shows that TFs co-localize with TEAD on genes linked to signalling (red), metabolic control in the liver (blue) and liver genes (orange). **(D)** GSEA analyses of genes downregulated by YAP<sup>S127A</sup> in HEPG2 cells **(E)** Venn diagram of overlap the HNF4a up-regulated genes and the YAP<sup>S127A</sup> down-regulated genes identified in HEPG2 cells. Numbers in box-plots indicated the p-value.

## Suppl figure 10

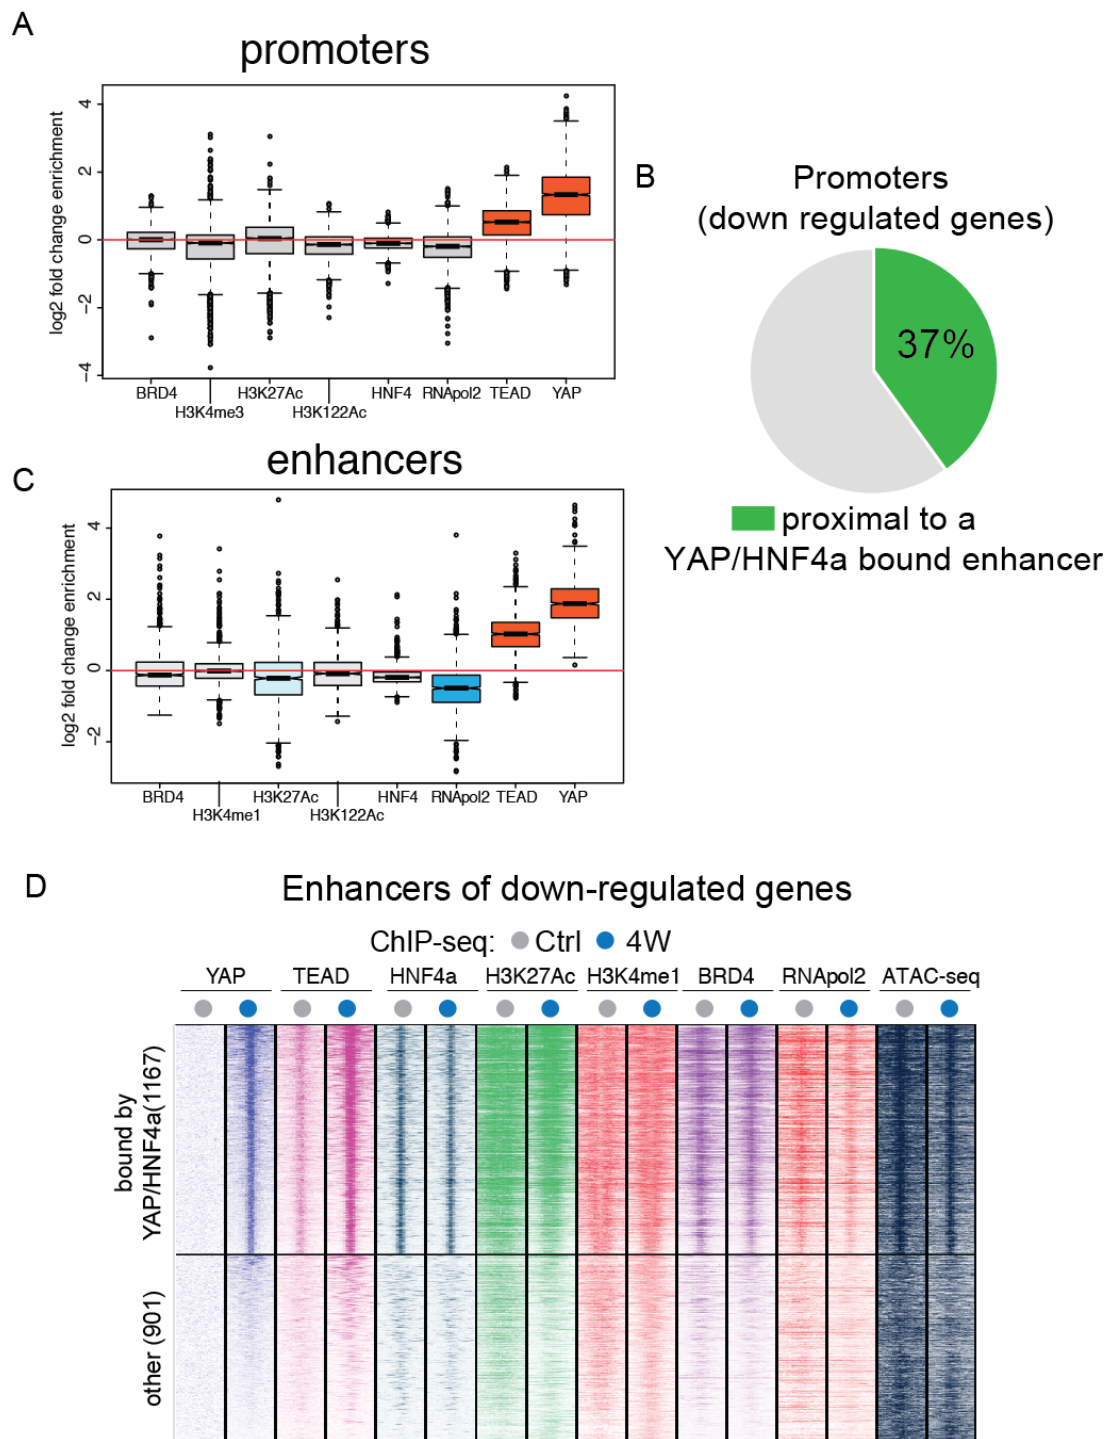

**Supplementary Figure 10.** ChIP-seq analysis of genes down-regulated upon the induction of YAP in LaptTA/tet-YAP<sup>S127A</sup> livers for 4 week (4W). cntr.: wild-type mice.

(A) Box-plots of the differential enrichment of ChIP signals determined after YAP induction at promoters of down-regulated genes. This shows the lack of relevant alteration of HNF4a binding and chromatin marks due to YAP induction. (B) Pie chart of the fraction of down-regulated genes that have a promoter-proximal enhancer bound by both YAP and HNF4a. (C) Box-plots of the differential enrichment of ChIP signals determined after YAP induction at YAP/HNF4a bound enhancers proximal to down-regulated genes. This shows that major consequences of YAP binding are the increased recruitment of TEAD and the lowering of RNAPol2 and H3K27ac signals at YAP/HNF4a bound enhancers. (D) heatmap of the ChIP-seq signals for the enhancers proximal to YAP down-regulated genes. Enhancers proximal to down-regulated genes were split into YAP/HNF4a bound (1167 enhancers) and not bound (other, 901 enhancers).

# Suppl figure 11

## A ————— Developmental enhancers —————

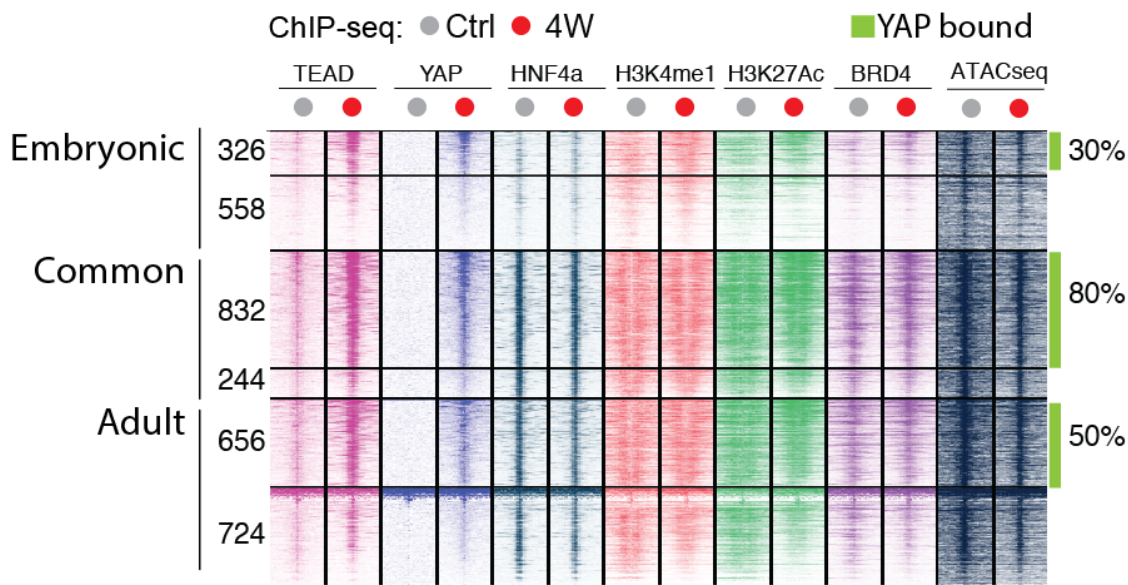

## B

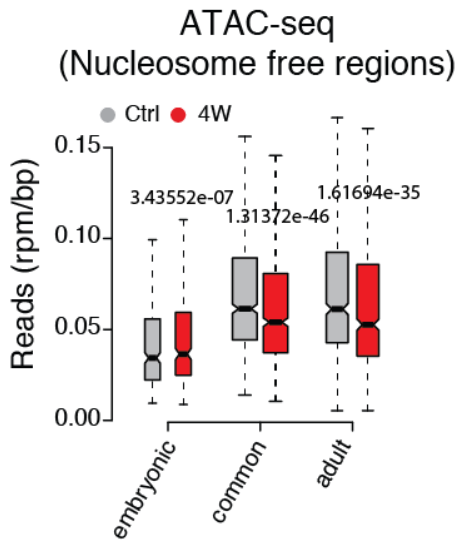

## C

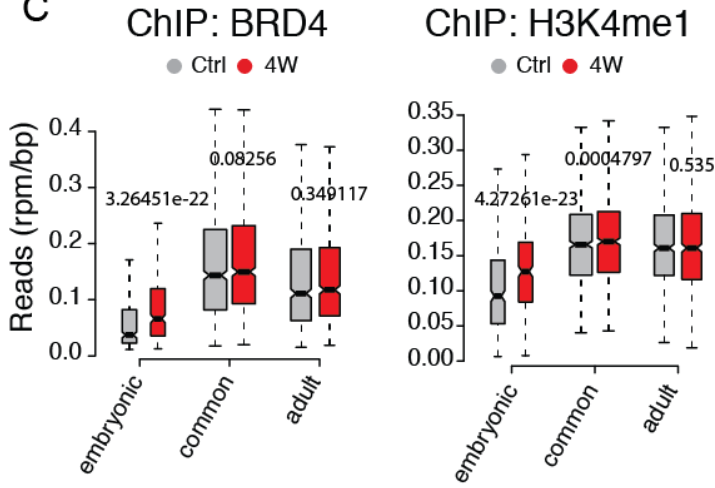

**Supplementary Figure 11.** ChIP-seq analysis of developmental enhancers identified in wild-type (cntr.) and YAP expressing livers (4W) from LaptTA/tet-YAP<sup>S127A</sup> mice. Developmental enhancers were subsetted in embryonic, common and adult. (A) Heatmap of the ChIP-seq signals. (B) Box-plot of nucleosome free signals determined by ATAC-seq. (C) Box-plots of ChIP-seq signals for BRD4 (left) and H3K4me1 (right). Numbers in box-plots indicated the p-value.

## Suppl figure 12

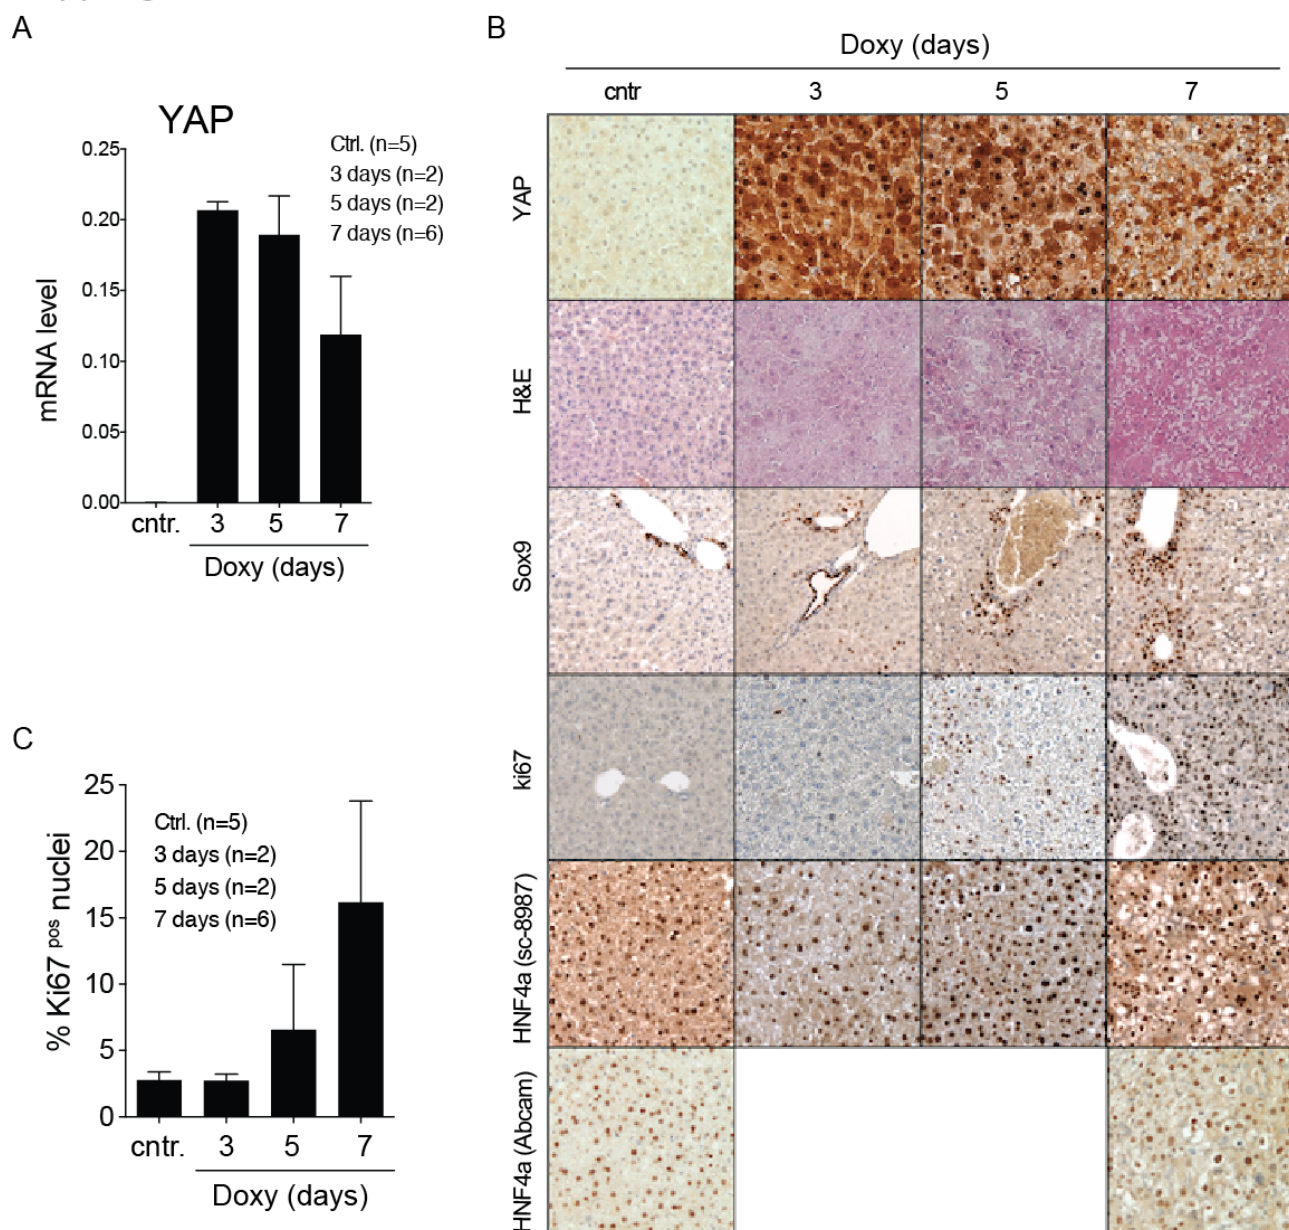

**Supplementary Figure 12.** Analysis of livers from R26-lsl-rtTA/alb-CRE/tet-YAP<sup>S127A</sup> mice at different time points following YAP induction by doxycycline (doxy). Bar-plots show the average value, error bars indicate the standard deviation. **(A)** RT-qPCR analysis of livers processed at different time points following YAP induction. **(B)** IHC analysis of liver sections. Sections were stained with the indicated antibodies. H&E: hematoxylin and eosin staining. **(C)** Bar-plot of Ki67 positive nuclei in liver sections of control (cntr.) and tet-YAP mice.

Suppl figure 13

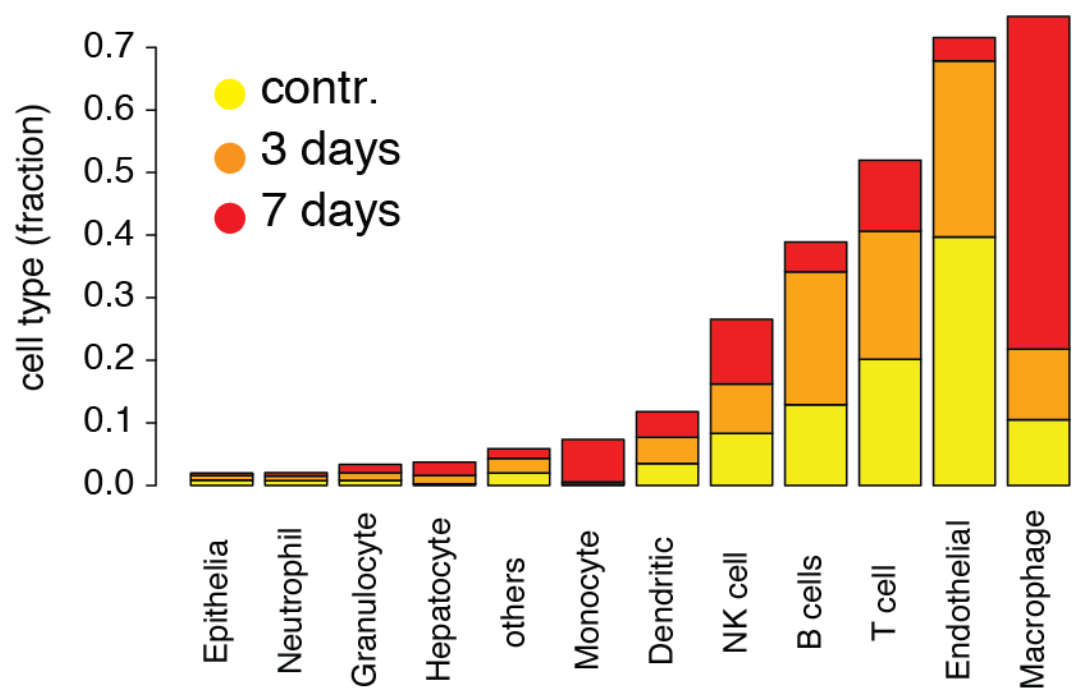

**Supplementary Figure 13.** Analysis of the cellular heterogeneity of the liver microenvironment of R26-lsl-rtTA/alb-CRE/tet-YAP<sup>S127A</sup> liver cells by single-cell RNA-seq. The bar plot shows the relative fraction of the annotated cell type found at the different time points following YAP activation.

A

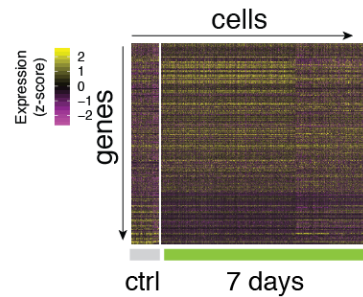

B

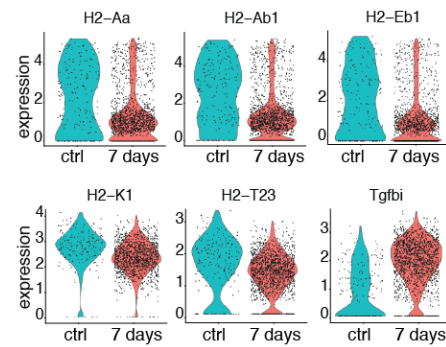

C

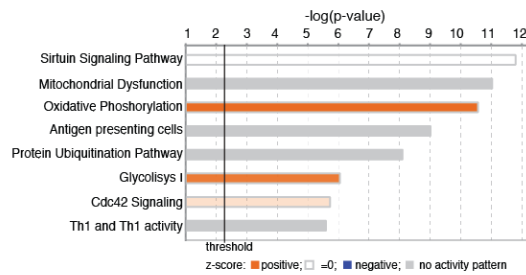

D

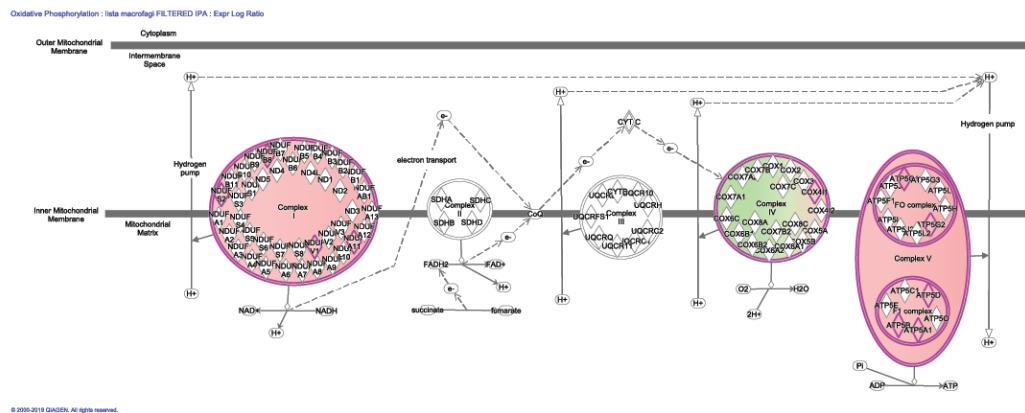

E

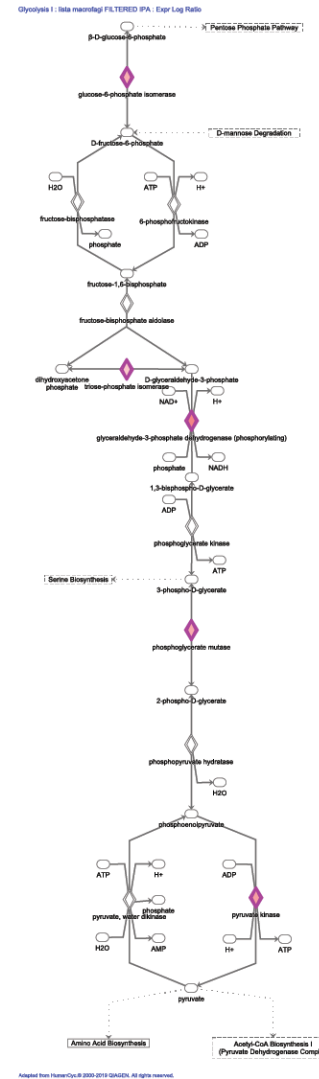

**Supplementary Figure 14.** scRNA-seq analysis of liver macrophages after 7 days of YAP induction in R26-lsl-rtTA/alb-CRE/tet-YAP<sup>S12A</sup> mice.

(A) Heatmap of the differentially expressed genes identified in macrophages following YAP induction in hepatocytes.

(B) Violin plot of representative mRNAs differentially expressed in macrophages.

(C) IPA analysis of enriched pathway in differentially expressed genes shown in (A). Pathways with positive z-score (bioinformatic evidence of the activation of the pathway) are coloured in orange.

(D) Scheme of the mitochondrial oxidative phosphorylation. Components upregulated following YAP induction are outlined in purple.

(E) Scheme of the glycolytic pathway. Components upregulated following YAP induction are outlined in purple.

## Suppl figure 15

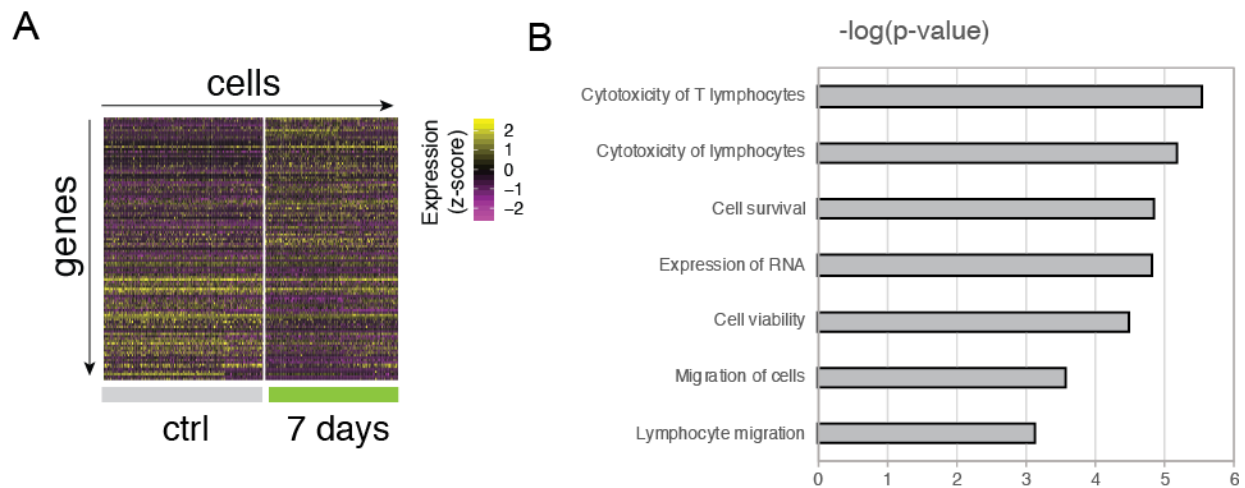

**Supplementary Figure 15.** scRNA-seq analysis of liver infiltrating T-lymphocytes after 7 days of YAP induction in R26-lsl-rtTA/alb-CRE/tet-YAP<sup>S127A</sup> mice.

(**A**) Heatmap of the normalized expression (z-score) of the differentially expressed genes identified in T-lymphocytes, following YAP induction in hepatocytes.

(**B**) GSEA of genes down-regulated in T-lymphocytes following YAP activation (tet-YAP vs cntr.)

Suppl figure 16

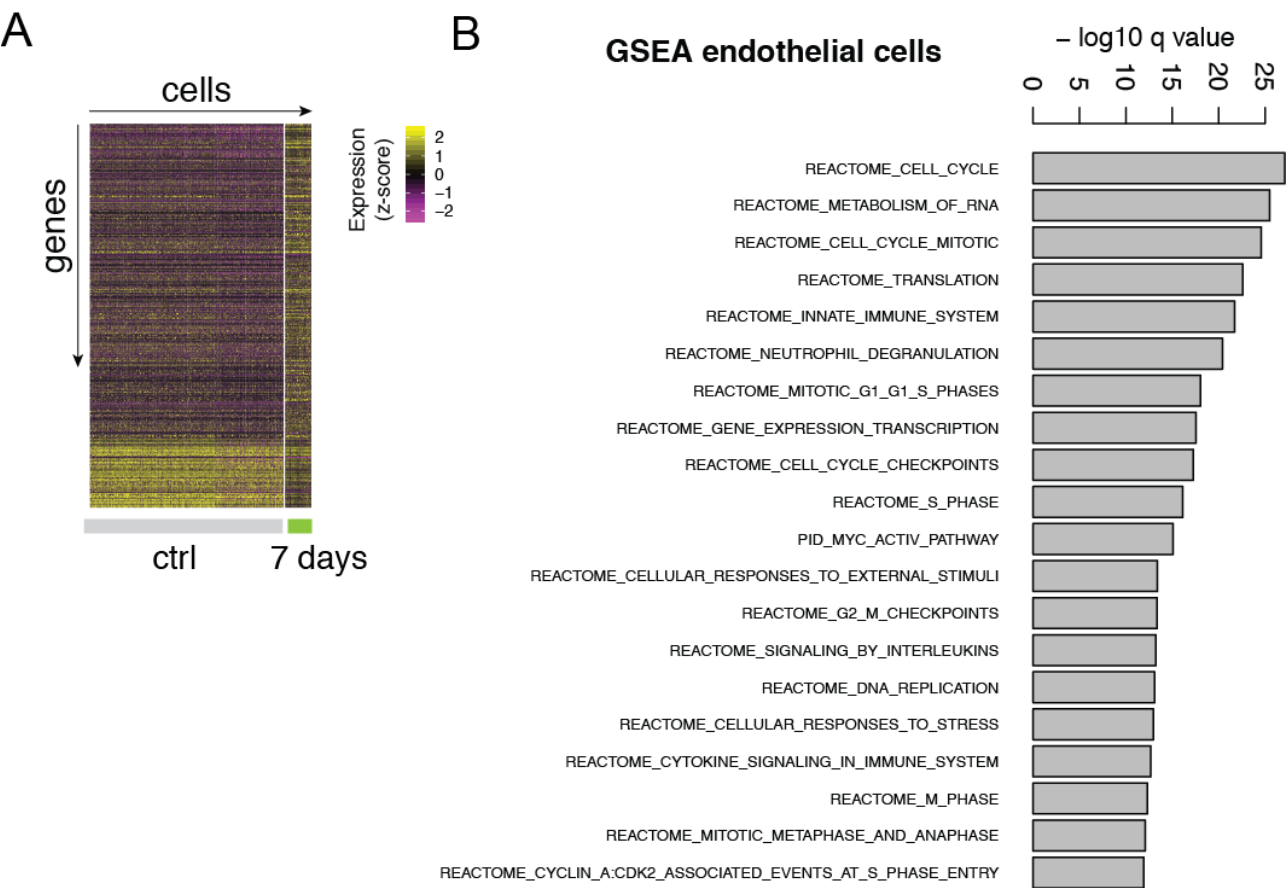

**Supplementary Figure 16.** scRNA-seq analysis of liver endothelial cells after 7 days of YAP induction in R26-lsl-rtTA/alb-CRE/tet-YAP<sup>S127A</sup>.

(A) Heatmap of the normalized expression (z-score) of the differentially expressed genes identified in endothelial cells, following YAP induction in hepatocytes.

(B) GSEA of differentially expressed genes in endothelial cells (tet-YAP vs cntr.).

## SUPPLEMENTARY MATERIALS AND METHODS

**Reagents, plasmid, and transfection.** Doxycycline Hyclate was purchased from Sigma, (D9891-1G). pSLIK-YAP<sup>S127A</sup> vector was generated as in Croci et al.(1).

For vectors used in Luciferase assay, we proceeded to amplify Apob promoter, Apob enhancer#1, and enhancer#2 using MCF10a genomic DNA as template and primers in Supplementary Table S2. The destination vector chosen was pGL3 basic (Promega, E1751). The Renilla TK vector (Promega, E2241) was used to normalize the Luciferase signal. Plasmids were transfected with Lipofectamine 3000 (Life Technologies L3000015) in an antibiotics-free medium according to manufacturer instructions.

Human HNF4a siRNAs are Silencer™ Pre-Designed siRNAs from ThermoScientific (siHNF4a #1 -> clone ID 144546; siHNF4a#2 -> clone ID 290203) as Silencer™ Negative control no.1 siRNA (AM4611). siRNA transfections were done with Lipofectamine RNAi-MAX (Life Technologies, #13778150) in antibiotics-free medium according to manufacturer instructions.

**Cell culture.** HEPG2 human hepatocellular cell line (ATCC) was cultured in RPMI supplemented with 10% FBS, 2mM L-glutamine, and 1% penicillin/streptomycin.

The cells were infected with pSLIK-YAP<sup>S127A</sup> lentivirus and selected with 100 µg/mL Hygromycin, for one week. For subsequent experiments, cells were grown in RPMI medium supplemented with 10% tetracyclin-free serum (Hyclone SH30070). YAP<sup>S127A</sup> expression was induced by 2 µg/ml doxycycline. The HEPG2 cell line tested negative for Mycoplasma.

**Luciferase reporter assay.** A renilla-luciferase reporter assay was carried out to examine the effect of YAP<sup>S127A</sup> overexpression on ApoB promoter and enhancers activity. A total of 10<sup>4</sup> HEPG2 pSLIKYAP<sup>S127A</sup> cells were seeded on a 12-well plate in antibiotic-free media for 24 hours. Cells were transfected with 5 ng TK Renilla vector (used as an internal control) and 100 ng of either pGL3-ApoB promoter, or pGL3-ApoB enhancer#1 and enhancer#2 vectors. 24h after transfection cells were treated with 2 µg/ml doxycycline for an additional 24 hours to induce YAP<sup>S127A</sup> expression. Then cells were harvested and lysed. Luciferase activity was tested using the Dual-Luciferase Reporter Assay System (Promega E1960) as instructed by the manufacturer and luciferase detection was measured on GloMax® Explorer Multimode Microplate Reader (Promega).

**Western Blot.** Cells or liver tissues were lysed with NP40 buffer (150 mM NaCl, 50 mM Tris pH 8.0, 1 mM EDTA, 1% NP40) supplemented with MINI-complete Protease Inhibitor Cocktail Tablets (Roche, #11836153001) and phosphatase inhibition PhosSTOP (Roche, #4906845001) and sonicated (Branson). Cleared lysates were quantified by Bradford assay, run on a TGX Precast Protein Gels (BioRad) and immunoblotted with the indicated primary

antibodies. Chemiluminescent detection after incubation of the membranes with the appropriate secondary antibody was done using the ChemiDoc System (Bio-Rad).

**Hepatocytes isolation.** Hepatocytes isolation was obtained by modifying a previously established, two-step liver perfusion protocol(2). Mice were euthanized, the liver was surgically exposed and a cannula was inserted into the cava vein. The catheter was connected to the pump and immediately the portal vein was cut. Mouse livers were then perfused by a pre-warmed (37°C) perfusion buffer (50 mM EDTA in 1X EBSS without Ca, Mg, Phenol Red [GIBCO, 14155-048]) at an initial flow rate of 8 ml/min for 3 minutes. This was then followed by perfusion with a pre-warmed (37°C) Collagenase Type II (50U/ml; Worthington, LS004174) digestion buffer solution (10 mM HEPES in 1x EBSS with Ca, Mg, Phenol Red [GIBCO, 24010-043]) for 8-10 minutes at a flow rate of 5 ml/min. After isolating the liver and surgically removing the gallbladder, the liver was gently mechanically dissociated in Collagenase Type II (35 U/mL) digestion buffer solution (10 mM HEPES in 1x EBSS with Ca, Mg, Phenol Red) until reaching single-cell suspension. Dissociated cells were filtered through a 100 µm cell strainer and washed twice. After the last wash, cells were resuspended in cold DMEM, 10% FBS and counted with Trypan Blue.

**Single cells isolation from the liver.** Isolation of single cells (non-hepatocytes) from the liver was based on Bisso et al.(3). Briefly, liver was removed and minced with a scalpel into small pieces. Tissue fragments were digested with 0.5 U/ml dispase (Stemcell technologies #07913) and 0.1 U/ml collagenase (Sigma-Aldrich, #C2674) for 30 minutes at 37°C, in DMEM medium with gentle shaking. Cells were passed through a 70 µm nylon mesh filter (Falcon #352350), centrifuged at 80g for 10 minutes, washed once with PBS, counted and resuspended at the correct concentration for single cell GEMs preparation.

**Immunohistochemical analysis.** Fresh livers were fixed with 4% formaldehyde in PBS, (overnight at 4°C), paraffin-embedded and sectioned at 6-8 µM of thickness. For histology, sections were counter-stained with Haematoxylin and eosin. Immunohistochemistry was performed as previously described(4).

**RNA isolation.** Total RNA from HEPG2 cell line or liver samples was extracted with Quick RNA miniprep kit from Zymo Research (R1055) following manufacturer instruction. The RNA concentration was assessed by Nanodrop and then it was stored at -80°C.

**RNA retrotranscription and Quantitative Real-Time PCR (RT-qPCR).** RNA retrotranscription was performed using the ImProm-II Reverse Transcription System (Promega, A3800), following manufacturer instructions. qPCR was performed in a total volume of 20 µl with SsoAdvanced Universal SYBR Green Supermix (BioRad, #172-5272) and run on CFX Connect Real-Time PCR Detection System (BioRad). qPCR was performed in triplicate and all data were normalized to RPPO. PCR oligo sequences are listed in

Supplementary Table S3. Error bars in graphs refer to a standard deviation on technical repeats.

**RNA-sequencing.** For RNA-Seq experiments, liver samples were firstly homogenized with GentleMacs Tissue Homogenizer (Miltenyi Biotec) and total RNA was purified as described above. Library preparation was performed with the TruSeq RNA Sample Prep Kits v2 (Illumina) following manufacturer instructions. RNA-Seq libraries were then run on the Agilent 2100 Bioanalyzer (Agilent High Sensitivity DNA chip) for quantification and quality control and then sequenced on Illumina NovaSeq 6000.

**Single-cell RNA sequencing.** Purified hepatocytes(2) or single cell extracts from liver were processed with the GemCode Single Cell Platform loaded into Chromium microfluidic chips. RNA from the barcoded cells was subsequently reverse-transcribed and sequencing libraries were prepared with Chromium Single Cell v2 and v3 reagent kit (10X Genomics). Sequencing was performed with Illumina NovaSeq 6000 according to the manufacturer's instructions (Illumina).

## **Bioinformatic analyses**

**Raw NGS-data processing.** ChIP-Seq single-end reads, ATAC-Seq paired-end reads and bulk RNA-Seq paired-end reads were processed using HTS-flow framework(5).

**Read filtering.** Quality of the raw reads was assessed using FastQC program (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>), while filtering of low-quality reads was done using fastq\_masker (options `-Q 33 -q 20 -r -N -v -i`) ([http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)).

**ChIP-Seq analyses.** Filtered reads were aligned to the mouse genome (mm9 genome assembly) using BWA-MEM v. 0.6.2 program(6). Bam files of the replicates were merged together, and duplicates were removed. Peaks were called using MACS v. 1.4(7); for YAP and TEAD at 4W in LapTTA system, using a p-value threshold of 10<sup>-5</sup>; peaks of other transcription factor were called with MACS v. 2 and a p-value threshold of 10<sup>-5</sup>, while histone modifications (H3K4me1, H3K27Ac) peaks were called with MACS v. 2 and a p-value threshold of 10<sup>-8</sup>. Input for peak calling and peaks in WT liver were taken from GEO published data with accession number GSE83863.

Coordinates of Hnf4a and Foxa2 peaks in embryonic and adult liver to obtain embryonic, common and adult enhancers were kindly provided by Pamela Hoodless(8).

HepG2 peaks were downloaded from ENCODE(9) (name of the files: wgEncodeAwgTfbsHaibHepg2Foxa1sc6553V0416101UniPk.narrowPeak  
wgEncodeAwgTfbsHaibHepg2Foxa2sc6554V0416101UniPk.narrowPeak  
wgEncodeAwgTfbsHaibHepg2Hnf4asc8987V0416101UniPk.narrowPeak  
wgEncodeAwgTfbsHaibHepg2Hnf4gsc6558V0416101UniPk.narrowPeak

wgEncodeAwgTfbsHaibHepg2RxraPcr1xUniPk.narrowPeak

wgEncodeAwgTfbsHaibHepg2Tead4sc101184V0422111UniPk.narrowPeak

wgEncodeAwgTfbsHaibHepg2Usf1Pcr1xUniPk.narrowPeak

wgEncodeAwgTfbsSydhHepg2Srebp1InslnUniPk.narrowPeak)

Reads count of a ChIP for a specific genomic region was calculated as the sums of the pileups of the reads for each base pair inside that genomic region; this number was normalized by the library size of the ChIP, obtaining the reads per million (rpm). H3K122Ac signals were normalized using all the reads aligned to all annotated promoters of mm9 instead of the total library size. Read density (rpm/bp) for specific genomic regions was obtained by dividing the normalized reads (rpm) by the number of the base pair of the region. Computation of reads enrichment, overlaps, visualization of the results was carried out using custom R scripts, with R version 3.5.1 and using the functions of compEpiTools package(10).

**Bulk RNA-Seq analyses.** Filtered reads were aligned to mouse genome (mm9 genome assembly) using tophat v. 2.0.8(11) with the options --r 170 -p 8 --no-novel-juncs --no-novel-indels --library-type fr-unstranded. Differential gene expression was carried out with DESeq2 R Bioconductor package(12). Genes were called as “up-regulated” (DEG up) when p adjusted was < 0.01 and log2 fold change in gene expression was > 0.5; “down-regulated” (DEG down) if p adjusted was < 0.01 and log2 fold change was < -0.5; “not deregulated” (no DEG) if |log2 fold change| was <0.1. 

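For the short-term livers, the authors' deposited table gives DESeq2 results for 7 days against control. At these thresholds the authors' deposited table holds 2619 genes up and 2178 down, and 4793 of the 4797 were among the genes tested with limma here. The authors' deposited table and limma shared 3064 called genes, all in the same direction, which is 90.6% of the limma calls. A further 319 genes were called by limma alone and 1729 in the authors' deposited table alone, of which 1359 were lower at 7 days, and all 1729 had the same sign in both. Across the tested genes, which are not independent replicates, the limma log2 fold changes correlated with those of the authors' deposited table (Pearson r = 0.964, Spearman rho = 0.985). The median of the tested genes was 0.01 in the authors' deposited table.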

For fig. 4 (normalized enrichment score from gene-set enrichment analysis), the log2 fold change thresholds for DEG up and DEG down was set to +1 and -1, respectively.

**ATAC-Seq analyses.** Filtered reads were aligned to mouse genome (mm9 genome assembly) using BWA-MEM v. 0.6.2 program(6). Reads from the replicates were merged together, and duplicates were removed (obtaining >100 million aligned reads for both samples). Fragment size of alignments were then assessed with Rsamtools R package (<http://bioconductor.org/packages/Rsamtools>). Next, bam files were splitted according to the fragment size distribution using alignmentSieve function from deepTools package(13): reads of fragments <90 nt were extracted in a dedicated bam file and considered as belonging to “nucleosome-free regions”.

**Single-cell RNA-Seq analyses.** Reads were processed using cellranger v. 2.1.1 for LSL cells (entire liver tissue, 3' v2 libraries) and cellranger v. 3.0.0 for perfused liver (3' v3 libraries) (<https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome>) with default parameters (Chromium 10X pipeline); reads were aligned to mm10 genome assembly and feature/barcode matrixes were obtained. All subsequent analyses were carried out using Seurat R package(14, 15) : version 2 was used for LSL cells (entire liver), while version 3 for perfused liver samples.

Replicates of the samples obtained from entire tissue (LSL system) were merged together and t-distributed stochastic neighbor embedding (t-SNE) was produced for visualization. Cells obtained from perfused liver were down-sampled to 3000 cells for each condition, and cells having a number of unique molecular identifiers (UMI) > 7500 were excluded from the analyses and uniform manifold approximation and projection (UMAP) was produced for visualization. For the identification of cell-type scMCA R package was used(16); expression of gene signatures was calculated with the average Z-scores of all the genes belonging to that signature.

**Definition of promoter, intragenic and intergenic regions.** Peaks or any genomic region were considered as belonging to promoters if they overlapped with at least 1 base pair with the interval [-2000;+1000] from annotated TSS (transcription start site). They were considered belonging to gene bodies ("intragenic") if they were not at promoters but overlapped with at least 1 base pair with any annotated transcripts. The rest of the regions (neither at promoters nor intragenic) were considered "intergenic" regions. Annotation was carried out using TxDb.Musculus.UCSC.mm9.knownGene R package from Bioconductor(17).

**Motif finding and gene set enrichment analyses (GSEA).** Motif finding analyses on genes downregulated was performed with PscanChIP tool(18) ([http://159.149.160.88/pscan\\_chip\\_dev/](http://159.149.160.88/pscan_chip_dev/)). Briefly, Yap peak summits were associated to promoters of DEG down if they overlapped with [-2000;+1000] window from TSS of DEG down and they were associated to enhancers of DEG down if they overlapped with [-20000;-2000]U[+1000;+20000] window from TSS of DEG down. The following parameters were set for the analysis: I) genome assembly: mm9 II) Background: "mixed" for enhancers, "promoters" for promoters III) Database: Jaspar 2018(19). Gene set enrichment analyses (fig. 4) were carried out using, as input, DEG up and DEG down called with the following thresholds:  $|\log_2 \text{ fold change}| > 1$  and p adjusted  $< 0.01$ , using GSEA 3.0 pre-ranked java application(20) (and "Hallmarks" and "C2 curated" genesets from MSigDB(21). For the statistics, 10000 random permutations were set as parameters in the application and only genesets with p adjusted  $< 0.05$  were considered as significant. To identify biological functions affected by YAP overexpression on macrophages cell population, we used Ingenuity Pathway Analysis (IPA, Ingenuity®Systems). The  $\log_2$  fold change data for deregulated genes were tabulated and uploaded into the IPA web application ([www.ingenuity.com](http://www.ingenuity.com)) as indicated in Supplementary Tables 11, 12 and 13. We used a z-score algorithm to identify the biological functions increased or decreased according to the gene expression changes in our dataset.

**YAP target gene signatures.** Signature of YAP regulated genes identified by RNA-seq shown in figure 2 were derived by defining DEGs as genes with  $\log_2\text{FC}$  above (DEG-Up) or

below (DEG-Down) of 0.5 and a  $P_{adj.} < 0.01$ . DEGs were then annotated using GSEA signatures as follows: “Inflammation-Up” are DEG-Up genes found in HALLMARK\_INFLAMMATORY\_RESPONSE, HALLMARK\_TNFA\_SIGNALING\_VIA\_NFKB, HALLMARK\_IL6\_JAK\_STAT3\_SIGNALING, HALLMARK\_IL2\_STAT5\_SIGNALING, HALLMARK\_INTERFERON\_GAMMA\_RESPONSE “Cell Cycle UP” are DEG-Up genes found in:

KONG\_E2F3\_TARGETS,  
FISCHER\_G2\_M\_CELL\_CYCLE  
KEGG\_CELL\_CYCLE  
HALLMARK\_G2M\_CHECKPOINT  
HALLMARK\_E2F\_TARGETS  
HALLMARK\_MITOTIC\_SPINDLE  
HALLMARK\_KRAS\_SIGNALING\_UP

“HNF4a\_targets\_down” were all genes bound by HNF4 and YAP (4W condition) at their promoters ([-2000;+1000] from TSS) and that were down-regulated by YAP ( $p_{adj} < 0.01$  and  $\log_2FC < -0.05$ ). “HNF4a\_targets\_up” were defined as, but with  $\log_2FC > 0.05$ .

### *Supplementary References*

1. Croci O, De Fazio S, Biagioni F, Donato E, Caganova M, Curti L, Doni M, et al. Transcriptional integration of mitogenic and mechanical signals by Myc and YAP. *Genes Dev* 2017;31:2017-2022.
2. Li WC, Ralphs KL, Tosh D. Isolation and culture of adult mouse hepatocytes. *Methods Mol Biol* 2010;633:185-196.
3. Bisso A, Filipuzzi M, Gamarra Figueroa GP, Brumana G, Biagioni F, Doni M, Ceccotti G, et al. Cooperation Between MYC and beta-Catenin in Liver Tumorigenesis Requires Yap/Taz. *Hepatology* 2020;72:1430-1443.
4. Campaner S, Doni M, Hydbring P, Verrecchia A, Bianchi L, Sardella D, Schleker T, et al. Cdk2 suppresses cellular senescence induced by the c-myc oncogene. *Nat Cell Biol* 2010;12:54-59; sup pp 51-14.
5. Bianchi V, Ceol A, Ogier AG, de Pretis S, Galeota E, Kishore K, Bora P, et al. Integrated Systems for NGS Data Management and Analysis: Open Issues and Available Solutions. *Front Genet* 2016;7:75.
6. Li H, Durbin R. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* 2009;25:1754-1760.
7. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol* 2008;9:R137.
8. Alder O, Cullum R, Lee S, Kan AC, Wei W, Yi Y, Garside VC, et al. Hippo signaling influences HNF4A and FOXA2 enhancer switching during hepatocyte differentiation. *Cell Rep* 2014;9:261-271.
9. Consortium EP. An integrated encyclopedia of DNA elements in the human genome. *Nature* 2012;489:57-74.

10. Kishore K, de Pretis S, Lister R, Morelli MJ, Bianchi V, Amati B, Ecker JR, et al. methylPipe and compEpiTools: a suite of R packages for the integrative analysis of epigenomics data. *BMC Bioinformatics* 2015;16:313.
11. Trapnell C, Pachter L, Salzberg SL. TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* 2009;25:1105-1111.
12. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 2014;15:550.
13. Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, et al. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* 2016;44:W160-165.
14. Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol* 2018;36:411-420.
15. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, 3rd, Hao Y, et al. Comprehensive Integration of Single-Cell Data. *Cell* 2019;177:1888-1902 e1821.
16. Sun H, Zhou Y, Fei L, Chen H, Guo G. scMCA: A Tool to Define Mouse Cell Types Based on Single-Cell Digital Expression. *Methods Mol Biol* 2019;1935:91-96.
17. Huber W, Carey VJ, Gentleman R, Anders S, Carlson M, Carvalho BS, Bravo HC, et al. Orchestrating high-throughput genomic analysis with Bioconductor. *Nat Methods* 2015;12:115-121.
18. Zambelli F, Pesole G, Pavesi G. PscanChIP: Finding over-represented transcription factor-binding site motifs and their correlations in sequences from ChIP-Seq experiments. *Nucleic Acids Res* 2013;41:W535-543.
19. Khan A, Fornes O, Stigliani A, Gheorghe M, Castro-Mondragon JA, van der Lee R, Bessy A, et al. JASPAR 2018: update of the open-access database of transcription factor binding profiles and its web framework. *Nucleic Acids Res* 2018;46:D1284.
20. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 2005;102:15545-15550.
21. Liberzon A, Subramanian A, Pinchback R, Thorvaldsdottir H, Tamayo P, Mesirov JP. Molecular signatures database (MSigDB) 3.0. *Bioinformatics* 2011;27:1739-1740.

How the deposited data were processed for this re-analysis (not part of the article)

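Whole livers of R26-lsl-rtTA/alb-CRE/tet-YAP mice were measured by bulk RNA-seq in 11 libraries, 1 per mouse: 4 controls, which the labels list with 7 days of doxycycline, 4 livers after 3 days of YAP induction and 3 after 7 days. The group of each library came from its label, and the group sizes match those of Fig. 6H. The authors masked low-quality bases, aligned read pairs to mm9 with tophat 2.0.8 without strand information, and counted reads on genes. The read counter, gene annotation and handling of duplicate reads are not stated for bulk RNA-seq in the text that was read. The deposited values per liver are eRPKM, a kind of RPKM: reads on the exons of a gene per kilobase, scaled by the authors to the reads of each library. The deposited table also holds the authors' DESeq2 results for 7 days against control: a mean signal over libraries of reads divided by size factors, a log2 fold change, and an adjusted p-value, which is missing for 6009 of the 20893 genes.

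Values of low genes were whole multiples of one step per gene, from which the number of reads behind each value was recovered. All 177553 values above 0 (100%) came out within 0.1 of a whole read, and on simulated values 99.99% were recovered exactly. The recovered reads served for depth, for read limits and for 1 alternative fit; the main test used the eRPKM. The plan named a count-based test if the table held whole-number counts. It holds eRPKM only, so the planned test on normalized values was used. Depth was 3896252, 5497329, 2410237 and 1251623 reads on genes in control livers 1 to 4, 2661010, 3627745, 3682379 and 3679668 in the 3-day livers, and 5358163, 5944317 and 5313908 in the 7-day livers. Spearman correlations between livers of a group, over tested genes, were 0.945 to 0.976 for controls, 0.922 to 0.964 at 3 days and 0.974 to 0.986 at 7 days.

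Genes with at least 0.5 eRPKM in at least 3 libraries were tested with limma 3.58.1 (R 4.3.3; lmFit, eBayes with trend) on log2(eRPKM + 0.5), with the 3 groups in one fit and no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change above 0.5, the authors' thresholds. The 3 comparisons were 3 days against control, 7 days against control and 7 days against 3 days. Single genes and list scores were tested with exact two-sided permutation tests over all 70 splits of 4 against 4 or 35 splits of 4 against 3. List p-values were adjusted over 16 tests for Supplementary Table S5b and over 12 tests for the other lists, with a threshold of 0.05. Human symbols of the lists were matched to mouse symbols regardless of case. Named genes were fixed by a rule: the genes that the paper measures or stains in this model, and for each comparison with control the 5 largest rises and 5 largest falls among called genes whose induced livers all lie on one side of all controls and whose mean is at least 1 eRPKM. Gene positions and exon overlaps are from GENCODE M1 on the mm9 assembly, with exon lengths for 19185 genes. Not every exon overlap of a named gene is reported here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

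The limma step was tested on simulated reads for the real genes and library sizes, with 200 well-expressed genes changed by a log2 fold change of 1.5 at 7 days. In a first run, with an assumed dispersion of 0.1, it called 39 of the 200 genes (19.5%) and 2 unchanged genes. The dispersion was then replaced by one estimated from well-expressed genes of the livers, 0.041, and the pass mark was lowered from 80% to 50%. With that dispersion it called 172 (86.0%) in the right direction, 2 unchanged genes and 1 gene at 3 days, where none was changed, and the median log2 fold change of raised genes was 1.49. Recovery therefore depends strongly on the spread assumed, and genes that vary more between livers are called far less often. No low gene was changed, so recovery of low genes was not measured. The list test, run on 14244 simulated genes, found 0.49 for a list shift set at 0.5.

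Alternatives tried were pseudocounts of 1 and 0.1, no filter or a mean of at least 1 eRPKM, median-ratio size factors, quantile normalization, a fit of the 2 compared groups only, limma without trend and with robust eBayes, the replicate number as a block, the label suffix MF and log2 Xist as covariates, leaving out each liver, and an adjusted p under 0.05 with any fold change. For lists, the score without reference to all genes and camera with a preset correlation of 0.01 between genes were tried. Added after the values were seen were log2 depth as a covariate, female libraries only (more Xist than Ddx3y), limma-voom on the recovered reads, the 2 deepest controls only, and list scores without the genes with at least 300 reads per kilobase. Heatmap gene sets of Fig. 6H, Supplementary Table S14, ChIP-seq, RT-qPCR and single-cell data were not analysed here.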

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

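The tests of other groupings and of sex for the gene counts and of the label suffix MF were chosen only after the results were seen. The comparison of list scores between 7 and 3 days was also added then.

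In 90 sets of 4 livers, the gap between the most distant liver and the nearest other, divided by the whole range, was examined with Dixon's limit, and 6 sets passed it. Chance gives about 1 in 20, so this number is close to what chance gives. Tead4 in controls had a ratio of 0.891, with 0 reads in control liver 4, the shallowest library, and 3 to 8 in the others. Fgfbp1 in controls had 0.855, from 8 reads in the same liver against 0 or 1. The cell cycle score in controls had 0.880, from control liver 3. At 3 days, Sox9 had 0.913, from liver 1, the translation score 0.883, from liver 3, and the number of reads on genes 0.947, from liver 1 with 2661010 reads. No biological explanation was tested for these livers.

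The step from 3 to 7 days differed from 0 for Tead1 (log2 fold change 1.48), Tead4 (3.47), Cyr61 (1.28) and Ctgf (2.08), and for 2753 genes in all. Of the 8 splits of these 7 livers that part as many same-numbered livers, 1, the real one, gave as many genes, which cannot reach a share under 0.05. Over all 35 splits it was also 1 (2.86%), but the split that moved 3-day liver 3 to the 7-day side gave 1542 genes. Depth and sex changed together with the time of induction. The counts with depth as a covariate (1679) and in female libraries only (1424) were lower, so part of the count may follow depth or sex, while neither removed it. Scores of 6 of the 8 lists of Supplementary Table S5b and 4 of the 6 other lists also differed between 7 and 3 days at an adjusted p under 0.05. The adjustment covered fewer tests than that against control, where no list passed, so the 2 outcomes are not evidence that lists differ more from 3 days than from control.

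At 3 days, 6 genes rose past the threshold that the paper does not discuss: Rcan1 (log2 fold change 2.01), Ska2 (1.87), Kifc3 (1.69), Tnfrsf12a (1.60), Pawr (1.39) and Msrb3 (1.36). Msrb3 fell outside the rule for named genes and was added after its values were seen. The exons of Tnfrsf12a overlap those of Hcfc1r1. In each, all 4 livers lay above all controls. Of the 8 comparable splits of the 8 livers, 1, the real one, gave as many genes, which again cannot reach a share under 0.05. Over all 35 splits 2 (5.71%) did: the split of these livers by sex gave 72 genes. Sex is balanced between the groups. That 0 of the 6 genes separated female from male livers was fixed in advance, since genes higher in all induced livers cannot also part the sexes, so that test cannot tell whether sex played a part. With log2 Xist as a covariate all 6 still passed the threshold, so sex does not fully explain them. Among the 2 female livers of each group 2 of the 6, Kifc3 and Tnfrsf12a, passed it. The suffix MF in the labels, of unstated meaning, marks 3-day livers 1 and 4, whose overall response was 46.4% and 66.5% of the genes called at 7 days moving in the 7-day direction, against 69.7% and 82.3% in the other two. The exact permutation p was 0.333, the smallest that 2 against 2 can give, so a difference marked by MF cannot be told apart from variation between mice.

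For 7 days against control, 1 of the 8 comparable splits, the real one, gave as many genes as the 3383, which cannot reach a share under 0.05. Over all 35 splits it was also 1 (2.86%), and the next gave 2. All 7-day mice were female. Among female livers only, 99.5% of the called genes kept their direction with an absolute log2 fold change above 0.5, and 1979 were called again, so sex does not explain most of the calls. Depth differs in the same direction as time, and with depth as a covariate 1676 genes were called, so part of the count may follow depth.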

How the results depend on the processing

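The main test, its thresholds and the alternatives were set before the data were examined, except depth as a covariate, female libraries only, limma-voom, the 2 deepest controls only and lists without the most covered genes, which were chosen after seeing the data. Where a value changed, the cause was not tested.

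The 7-day changes of Tead4, Cyr61, Ctgf, Tead1 and of the 10 genes with the largest changes kept their direction under all alternatives, and passed the threshold in each, except Elovl3 with depth as a covariate (-4.32) and limma-voom (-7.93). Of 1456 values of named genes under alternatives, 1295 kept direction and side of the threshold, 122 no longer passed it, 6 came to pass it and 33 changed sign. Most of the 122 were the 6 genes of 3 days.

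Genes called at 3 days (6, all up) numbered 41 (40 up, 1 down) at an adjusted p under 0.05, 3 without a filter, 12 with size factors, 0 in the fit of 2 groups and 0 without trend, where 1718 genes have an unadjusted p under 0.05 in the main test, 3 with the replicate block, 10 with MF and 16 with Xist as covariates, 1 with depth as a covariate, 1 with limma-voom, and 8 (7 up, 1 down) in female libraries. Leaving out each of the 11 livers in turn gave 0 to 54 genes (0 to 53 up, 0 to 2 down).

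Genes called at 7 days numbered 5390 (3969 up, 1421 down) at an adjusted p under 0.05, 1676 (1099 up) with depth as a covariate and 2128 (1523 up) in female libraries. Falls numbered 1254 with size factors and 1821 after quantile normalization. Leaving out each liver gave 2057 to 3684 genes (1588 to 2770 up, 469 to 914 down). From 3 to 7 days the counts were 5085 (3621 up, 1464 down) at an adjusted p under 0.05, 1679 (1091 up) with depth as a covariate, and 1424 (1023 up, 401 down) in female libraries; rises numbered 1326 with Xist as a covariate, and falls 1181 with size factors and 1430 after quantile normalization. Leaving out each liver gave 1412 to 3683 genes (1048 to 2619 up, 364 to 1064 down). With the replicate block, 2720 genes were called at 7 days and 1981 from 3 to 7 days. Same-numbered livers come from different mice and their profiles correlated by 0.046 at most on average, so the numbers do not mark pairs.

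Yap1 at 7 days turned from 0.03 to -0.24 with size factors, -0.32 after quantile normalization, -0.056 with the replicate block, -0.21 with depth as a covariate, -0.045 in female libraries, -0.0066 with limma-voom and -0.14 against the 2 deepest controls, and ranged from -0.10 to 0.10 when each liver was left out. From 3 to 7 days it turned from 0.13 to -0.11, -0.13 and -0.046 with size factors, quantile normalization and depth. After quantile normalization Tead2 (-0.0093) and Tead3 (-0.050) at 7 days, Hnf4a at 7 days (0.16) and from 3 to 7 days (0.14), and Apob at 7 days (0.025) changed sign. At 3 days Sox9 (0.01) was -0.00048 with a pseudocount of 1, -0.014 with size factors, -0.17 with MF and -0.0060 with Xist as covariates, and -0.22 to 0.21 when each liver was left out. Hnf4a at 3 days was 0.022 after quantile normalization, 0.056 with MF, 0.042 with depth as a covariate, 0.080 in female libraries, 0.014 with limma-voom, and -0.077 to 0.065 when each liver was left out. None of these values passed the threshold.

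With camera, 11 of the 16 S5b tests passed an adjusted p of 0.05, against 0 in the main test, and 12 an unadjusted p of 0.05, against 6. Of the other 12 tests 4 passed adjusted, against 0, and 4 unadjusted, against 4. Camera gives a direction and a p but no shift, so single lists have no shift under it. At 3 days it placed cell cycle up (camera adjusted p = 6.2e-05) and amino acid metabolism down (0.0106). With camera, translation (0.0157) and mitochondrial activity (0.0418) were up at 3 days and down at 7 days. These p-values rest on the preset correlation of 0.01 between genes. By liver, the exact permutation p at 3 days was 0.0571 for cell cycle and 0.4 for amino acid metabolism. Of 462 list values under the other alternatives, 433 kept direction and side and 29 changed sign. The list RNA metabolism at 7 days was 0.11 after quantile normalization and 0.14 without reference to all genes, and translation 0.095 without it. At 3 days RNA metabolism ranged from -0.035 to 0.12 when each liver was left out. Fatty acid metabolism at 3 days was -0.0031 with a pseudocount of 1, -0.022 with a mean of at least 1 eRPKM, -0.0020 with size factors, -0.026 after quantile normalization, and -0.046 to 0.063 when each liver was left out. Inflammation at 3 days was 0.015 without a filter, 0.010 without reference, and -0.042 to 0.0098 when each liver was left out. At 7 days cholesterol conversion was 0.039 without reference, and cholesterol transport 0.072 without reference and 0.090 after quantile normalization. Without the genes with at least 300 reads per kilobase cholesterol transport was 0.13 at 7 days and 0.0071 at 3 days. At 3 days Supplementary Table S6 genes were -0.032 to 0.069 when each liver was left out, and Supplementary Table S8 genes -0.0072 with a pseudocount of 1, and -0.11 to 0.10 when each liver was left out.

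The correlation across genes with the published 4-week changes was 0.23 at 3 days and 0.79 at 7 days among the genes the paper calls, and 0.59 at 7 days after quantile normalization. Leaving out each liver gave 0.03 to 0.15 at 3 days and 0.62 to 0.67 at 7 days. The share of 7-day genes that had moved the same way at 3 days ranged from 60.7% to 80.0%, and the median ratio from 0.0652 to 0.182.

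Depth limits low genes most: control liver 4 held 1251623 reads, and Tead4 had 0 reads there.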

Differences from the paper's values

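The paper's values here are RT-qPCR folds read by eye from its figures, and the values set beside them are folds of bulk RNA-seq eRPKM + 0.5, from the log2 fold changes, so the 2 methods differ.

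For Tead4 at 3 days, the paper shows about 0.43 in Fig. 6D, read by eye, against 1.43 here, and at 7 days about 3.6 in Fig. 6D, read by eye, against 15.8 here. Control livers held 0 to 8 reads of Tead4, so its folds depend on the pseudocount: the 7-day fold was 35.2 with 0.1 and 9.96 with 1, and the ratios of mean eRPKM were 2.28 and 38.7. None of the alternatives set before the data were examined closed either gap. Both of the paper's values were read as folds. A fold of 0.43 would be a fall, while the paper states a progressive rise of Tead4. The log2 fold changes of Tead4 here, 0.52 and 3.98, lie nearer to the values read. For Tead1 in the same figure, the paper shows about 2.4 at 3 days and 4.2 at 7 days, read by eye. The folds of Tead1 here, 1.70 and 4.76, lie nearer to these than its log2 fold changes, 0.77 and 2.25. Tead1 thus argues against a log2 scale, while Tead4 goes the other way. The gaps of Tead4 therefore hold only if the figure shows folds, which was not established.

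For Cyr61 at 7 days, the paper shows about 16 in Fig. 6G, read by eye, against 9.67 here. Quantile normalization (10.9), the suffix MF as a covariate (10.9) and leaving out control liver 2 (11.2) brought the value within the limits, and the other alternatives set before the data were examined did not. For Ctgf at 3 days, the paper shows about 4.3 in Fig. 6G, read by eye, against 2.66 here. The suffix MF as a covariate (3.42), leaving out control liver 1 (3.18), 3-day liver 1 (3.02) or 3-day liver 4 (3.01) brought it within the limits, and the other alternatives did not.

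For Yap1 from 3 to 7 days, the paper shows about 0.57 in Supplementary Fig. S12A, read by eye, against 1.09 here. The value here counts reads placed on the mouse Yap1 gene. Whether transgene reads are among them cannot be told. With size factors (0.926) and after quantile normalization (0.916) the value came within the limits, and under the other alternatives set before the data were examined it did not.

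The paper states that Yap was maximal at 3 days after induction. Here Yap1 reads did not rise against control at 3 days (log2 fold change -0.10). Since reads of the transgene may not fall on the mouse Yap1 gene, this does not argue against its induction. The paper states a rise of Tead1 and Tead4 through the early days. Here neither passed the threshold at 3 days, at 0.77 and 0.52, under any alternative that was run. Cyr61 at 3 days was short of the threshold here (adjusted p = 0.0117) and passed it with size factors, robust eBayes, the suffix MF and Xist as covariates, and without 3-day liver 1. The authors' deposited table for 7 days holds 2619 genes up and 2178 down, and here 2561 rose and 822 fell. With size factors 1254 fell, and after quantile normalization 1821.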

Other observations

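The tests of sex for the gene counts, of the slope of reads on depth, of library depth for the number of genes with reads, and of genes called against 2 controls were chosen only after the results were seen. The test at 1000 reads per kilobase and its limit of 0.2 were added after the one at 300 had come out against the explanation, and it passed that limit by a narrow margin.

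Mki67, Sox9 and Hnf4a encode proteins that the paper stains in this model. Mki67 rose from 3.43 eRPKM (SD 2.33) in controls to 17.6 (SD 15.6) at 3 days and 44.8 (SD 11.2) at 7 days. Its log2 fold changes were 1.81 (limma adjusted p = 0.282) and 3.67 (adjusted p = 0.00143). With depth as a covariate the 7-day rise of Mki67 was 3.41 and no longer passed (adjusted p = 0.0247). Sox9 changed by 0.01 (adjusted p = 0.993) and 0.95 (adjusted p = 0.0318), and Hnf4a by 0.00 (adjusted p = 1.00) and -0.35 (adjusted p = 0.0662), none past the threshold. The authors' deposited table gives Hnf4a at 7 days as -0.64 (adjusted p = 0.00814), past the same thresholds. Ccl2 and Csf1 rose at 7 days by 2.93 (adjusted p = 0.00503) and 3.53 (adjusted p = 8.9e-05). Ccl2 no longer passed with a pseudocount of 0.1 (adjusted p = 0.0137), after quantile normalization (0.0146), with the replicate block (2.89; 0.0125), with depth as a covariate (0.0925), in female libraries (0.0207), or when control liver 1 or 4 or 7-day liver 1 or 3 was left out. Over all alternatives the adjusted p ranged from 0.00326 to 0.0925 and the rise from 2.06 to 3.68. Apob changed by -0.82 at 7 days (adjusted p = 0.0522), with -1.09 to 0.025 and adjusted p from 0.00859 to 0.792 over the alternatives. It held 15219 to 20940 reads in every library, so its eRPKM is lower in deeper libraries and its change may be technical.

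For lists that the paper reports at 4 weeks in the other mouse model, scores at 7 days differed from control by 1.15 for the 223 genes of Supplementary Table S6, 1.58 for the 31 NF-kB targets of Supplementary Table S7, 1.15 for the 14 genes of Supplementary Table S8 and -1.35 for 16 cholesterol biosynthesis genes of Supplementary Fig. S5. All 3 livers lay outside the range of the controls (exact permutation p = 0.0286; adjusted 0.0857, where at least 7 of the 12 tests would have to reach the smallest p for any to pass 0.05). The paper ties Supplementary Tables S6 and S7 to hepatocytes by scRNA-seq, while whole livers were measured here. It also reports a larger share of macrophages at 7 days. The rises of these lists therefore cannot be told apart from a change in the mix of cells. Cholesterol transport changed by -0.28 (exact permutation p = 0.171) and conversion by -0.31 (exact permutation p = 0.0857). Of the 29 cholesterol genes, 22 were lower at 7 days, 12 were called down and 3 were called up. By class, 9 biosynthesis genes were called down and 0 up, 2 transport genes down and 2 up, and 1 conversion gene down and 1 up.

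Over 1432 genes of the part of Supplementary Table S4 that was given, the log2 fold change at 4 weeks correlated across genes with that at 3 days by Pearson r = 0.11 (Spearman rho = 0.0158) and with that at 7 days by 0.657 (0.606). By liver, r ran from -0.00372 to 0.232 at 3 days and from 0.607 to 0.692 at 7 days. Genes are not independent replicates.

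Genes with YAP bound at the promoter at 4 weeks were tested as a hypothesis of a larger rise. The median log2 fold change of 534 bound genes stood at percentile 93.8 of 10000 random lists matched on expression at 3 days and at 90.2 at 7 days. Both lie under the limit set for the test. These 534 genes thus do not show that promoter binding at 4 weeks goes with a larger early rise. Binding at enhancers was not tested, while the paper finds YAP mostly at distal regions. The other genes may therefore include genes with YAP at an enhancer. The comparison covered only part of the 14244 tested genes. Against the 900 other genes the 2 times differed: the bound genes had the higher median in 4 of 4 livers at 3 days (pooled 0.03 against -0.03) and in 0 of 3 livers at 7 days (0.13 against 0.26).

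The sex of the mice was tested for the large falls. Among the 5 largest falls at 7 days, Elovl3 alone (1 of 5) also separated female from male livers in the direction of its fall, so sex may add to the fall of Elovl3 and does not account for the others.

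Reads of the most covered genes did not grow in step with depth. Alb, named after its values were seen, and Apob are 2 of them. Alb held 2417 to 3102 reads in every library, while depth differed 4.75-fold. A candidate explanation is a ceiling on the reads counted per base of a gene, as the removal of reads with the same position would give. The first test took the 894 genes with at least 300 reads per kilobase: the median slope of log2 reads on log2 depth was 0.592, above the limit of 0.5, so it went against a lack of growth with depth for that class, although the slope was 1.34 for 7593 moderately covered genes. Over the 23 genes with at least 1000 reads per kilobase it was 0.199. By class the median slope was 1.07 at 100 to 300 reads per kilobase and 0.668 at 300 to 600. It was 0.404 at 600 to 1000 (183 genes) and 0.199 above. In the 8 control and 3-day libraries alone these slopes were 1.13, 0.816, 0.501 and 0.196. Growth with depth thus weakened gradually with coverage, and less so at 300 to 1000 without the 7-day livers. The ceiling stays a hypothesis. The highly covered genes had a median log2 fold change of -0.50 at 7 days. Against the 2 deepest controls only, it was -0.26, and 43.2% of the gap to moderately covered genes closed, under the 50% set for depth as the main explanation. Of the 822 falls, 246 (29.9%) were among these genes, and 209 of them were also called against the 2 deepest controls. Falls of such genes may be partly technical, and a biological fall cannot be told apart from it.

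With the same controls used for both times, a shared error could move 3-day and 7-day changes together. With separate controls the share of genes moving in the same direction stayed at 58.8% or above over 6 ways to part the controls, while it was 40.7% to 56.1% for genes not called. These genes had been called with all 4 controls, so that test cannot tell. With the genes called against 2 controls and the 3-day change taken against the other 2, the share was 49.9% to 74.4% (43.0% to 57.5% for genes not called). The lowest lies under the limit of 50%. Within each of the 6 ways, however, the called genes had the higher share, with 49.9% against 45.7% in the lowest. These values argue against shared controls as the whole explanation of the excess over genes not called. They do not show how much of the shared direction is an early response.

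Control livers 1 and 2 and 7-day liver 2 had reads on 17392, 18036 and 19280 genes, against 14630 to 15809 in the others. At 1251623 reads drawn from each library, all 3 remained the highest (3 of 3), so depth alone did not account for it. All 3 also had the highest share of reads on odorant and vomeronasal receptor genes (3 of 3), at 0.0422%, 0.0371% and 0.0439% against 0.0116% to 0.0346% elsewhere, a narrow lead over 3-day liver 1. They hit 410, 494 and 887 of these 1432 genes, against 41 to 177, which partly restates the pattern. This is consistent with a low level of reads that do not come from liver transcripts, such as genomic DNA, which was not tested further.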
